# Understanding seasonal weight loss tolerance in dairy goats: a transcriptomics approach

**DOI:** 10.1186/s12864-020-06968-2

**Published:** 2020-09-14

**Authors:** José Ricardo Parreira, Lorenzo Enrique Hernández-Castellano, Anastasio Argüello, Juan Capote, Noemí Castro, Susana de Sousa Araújo, André Martinho de Almeida

**Keywords:** Goat, Mammary gland, Transcriptomics, RNA-sequencing, Seasonal weight loss

## Abstract

**Background:**

Seasonal weight loss (SWL) is a very important limitation to the production of ruminants in the Mediterranean and Tropical regions. In these areas, long dry seasons lead to poor pastures with low nutritional value. During the dry season, ruminants, particularly those raised in extensive production systems, lose around 30% of their body weight. Seasonal weight loss has important consequences on animal productive performance and health. In this study, RNA sequencing was used to characterize feed restriction effects in dairy goat of 2 breeds with different SWL tolerance: *Majorera* (tolerant) and *Palmera* (susceptible). Nine *Majorera* and ten *Palmera* goats were randomly distributed in a control and a restricted group: *Majorera* Control (adequately fed; MC; *n* = 4), *Palmera* Control (adequately fed; PC; *n* = 6), *Majorera* Restricted (feed restricted; ME; *n* = 5) and *Palmera* Restricted (feed restricted; PE; n = 4). On day 22 of the trial, mammary gland biopsies were collected for transcriptomics analysis.

**Results:**

From these samples, 24,260 unique transcripts were identified. From those, 82 transcripts were differentially expressed between MC and ME, 99 between PC and PE, twelve between both control groups and twenty-nine between both restricted groups.

**Conclusions:**

Feed restriction affected several biochemical pathways in both breeds such as: carbohydrate and lipid transport; intracellular trafficking, RNA processing and signal transduction*.* This research also highlights the importance or involvement of the genes in tolerance (*ENPP1*, *S-LZ*, *MT2A* and *GPNB*) and susceptibility (*GPD1*, *CTPS1*, *ELOVL6* and *NR4A1*) to SWL with respectively higher expression in the *Majorera* restriced group and the *Palmera* restricted group in comparison to the control groups. In addition, results from the study may be extrapolated to other dairy ruminant species.

## Background

Ruminant production plays an important role in the economy and livelihood of countries all across the world. Cattle and small ruminant production are particularly important in developing countries. Small ruminants, mainly sheep (*Ovis aries*) and goats (*Capra hircus*), are adapted to extensive production systems, particularly in drought-prone areas of the world. Such regions are characterized by the existence of dry seasons that affect growth, quality and availability of pastures, which directly impacts animal performance. Consequently, animals raised under extensive conditions are frequently subjected to feed restriction, a problem known as Seasonal Weight Loss or SWL [1].

Seasonal Weight Loss is considered one of the most significant problems for animal production worldwide. In fact, in regions such as the tropics or the Mediterranean basin, animals may lose up to 30% of their body weight (BW). Seasonal Weight Loss has been described in various regions of the globe such as West Africa [2, 3], South Africa [4, 5], Western Australia [6, 7] and the Canary Islands [8, 9]. The use of supplementation (either fodder, grain or concentrate feeds) is a possible solution to overcome SWL. Nevertheless, it is very costly and challenging, particularly in extensive production systems. Alternatively, the use of local breeds, known to be tolerant to SWL, is a very interesting and sustainable possibility for those regions as it is much less expensive and easy to implement in comparison to supplementation [1].

The Canary Islands (Spain) is a subtropical archipelago, with different climates across the islands. The western islands, namely *La Palma*, have a humid temperate climate. On the contrary, the easternmost islands, particularly *Fuerteventura* and *Lanzarote* have a dry climate [10]. These two different parts of the archipelago have in turn different rainfall that lead to differences in pasture availability and therefore in animal production systems. As a result of specific animal adaptations to the divergent climates of the islands, three local goat breeds are found. Goats from the Canary Islands descend from ancestors brought in from North Africa and Spain in the fifteenth and sisteenth centuries [11]. These breeds are the *Majorera* (from Gran Canaria and Fuerteventura), the *Palmera* from the island of La Palma and finally the *Tinerfeña* (from Tenerife island) [11]. *Majorera* goats have considerably high milk yields (500–550 kg of milk per lactation), being well adapted to dry regions with limited water and pasture availability and are therefore tolerant to SWL [8, 9]. On the contrary, *Palmera* goats are adapted to regions with higher rainfall, with better pastures, being susceptible to SWL [12]. We have demonstrated such different adaptation levels in previous work on productive and clinical biochemistry physiological parameters [8, 9].

The advent of Next Generation Sequencing (NGS) led to important developments in the field of animal science through the application of these techniques with different examples in reproduction and physiology found in the literature [13, 14]. In fact, and similarly to proteomics [15], numerous applications may be found in the literature, for mammary gland physiology, growth and involution, productive function, etc. [16].

Previous studies from our group have studied growth and productive traits [8] as well as different blood metabolites and hormone profiles [9] in *Majorera* (SWL tolerant) and *Palmera* (SWL susceptible) goat breeds subjected to feed restriction in order to simulate SWL. In such studies, significant differences between breeds were observed for blood metabolites (creatinine, urea, non-esterified fatty acids, cholesterol, IGF-1 and T3) as a consequence of underfeeding, highlighting major differences between breeds. We have recently extended that study to the effects of feed restriction on the mammary gland secretory tissue proteome [17, 18], metabolome [19] and fatty acid [20] profiling. We highlighted that the *Majorera* breed had a persistent accretion of proteins related to the immune system by comparison to *Palmera* goats [17]. Additionally, weight loss led in the *Palmera* breed to an accumulation of proteins related to apoptosis, overall confirming that the two goat breeds have different physiological reactions to SWL [17]. In this research, we hypothesize that differences observed between breeds and their response to feed restriction are reflected at the transcriptomic level. We therefore characterized the effects of feed restriction on the mammary gland secretory tissue transcriptome using an RNA sequencing (RNA-Seq) approach. The results highlighted major genes and biochemical pathways affected by weight loss in the two breeds.

## Results

### Goat body weights and productive performance

Fluctuations in body weight (BW) and milk yield in both breeds (*Majorera* and *Palmera*) under both conditions (feed restriction and control) were previously described and discussed [8]. Briefly, both control groups showed similar milk yields and slight weight fluctuations throughout the trial. Animals from the feed restricted groups showed decreased milk yields (86.9 and 87.2% reduction in the *Majorera* and *Palmera* breeds, respectively) and decreased 13% of their initial body weight at the end of the trial.

### Global overview of gene expression

Twelve RNA-seq libraries representing biological triplicates of studied experimental conditions were constructed and sequenced to capture transcriptome changes associated with the different breeds and feed regimes.

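The 12 libraries came from mammary biopsies taken on day 22, from 3 goats in each of the groups MC, ME, PC and PE. Poly(A) RNA was sequenced as stranded paired-end reads. The authors aligned the reads with Bowtie2 2.2.3, estimated counts with RSEM 1.2.17 and tested pairs of groups with edgeR 3.2.4. Between 29401900 and 54606800 reads (rounded) were mapped per library. The values analysed here are the RSEM expected counts of the authors' deposited tables, with 1 table for each of the 6 pairs of groups. Each table holds only the genes with an unadjusted p under 0.05 in the authors' test, from 755 genes for MC vs. PC to 2282 genes for ME vs. PC, so that a gene outside a table has no value in that comparison. Counts of genes whose groups do not overlap are therefore taken over genes already selected for differing, and no chance value applies to them. Counts were scaled by the mapped reads of Table 1 and by TMM factors computed over the first 1998 of the 24,260 rows of Supplementary Material 1, and are given as CPM, mean ± SD of 3 libraries. Groups were compared with the edgeR quasi-likelihood F test (two-sided), and p was adjusted by Benjamini-Hochberg over the 14469 to 15221 genes that the authors tested per comparison. Log2FC is the second-named group minus the first, with its standard error (SE). A gene was called a DEG at an adjusted p under 0.05, an absolute Log2FC above 1.5 and more than 100 counts in at least 1 library. In addition, 22 gene lists (milk synthesis pathways, stress and involution genes and markers of cell types) were fixed before the deposited tables were read. The paper's lists of DEGs and values of its supplementary edgeR outputs, both from the same libraries, could be read by then. The gene lists were therefore not blind to the values tested here. The direction of the members found in a table was compared with that of the table's other genes by a two-sided Fisher's exact test, adjusted over the lists of the comparison. Members were also counted with p adjusted over the list alone, without a minimum fold change. Fisher's exact test counts genes, which are not independent within a list. Its p therefore does not measure the spread between goats. For a single gene or for the mean of a list, an exact permutation test of 3 libraries against 3 cannot give a p below 0.1. Control and restricted goats were housed in separate pens, so that pen and diet cannot be told apart.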

The sequencing of the 12 cDNA libraries resulted in a total of 700,489,334 raw reads, with an average of 58,374,111.17 raw reads/sample. Information about the library characterization for all samples can be found in Table 1.

**Table 1:** Individual characterization of the constructed RNA-seq libraries

Sample	Number of total bases	Number of raw reads	GC (%)	Q20 (%)	Q30 (%)	Number of mapped reads	Mapped reads (%)
MC1	5,513,718,472	54,591,272	48.78	95.44	91.40	38,107,784	70
MC2	6,080,971,034	60,207,634	50.15	93.42	88.97	37,251,096	62
MC3	5,746,342,278	56,894,478	49.59	94.41	90.06	36,979,098	65
PC1	5,016,985,322	49,673,122	50.11	93.90	89.47	29,401,920	59
PC2	5,328,847,668	52,760,868	49.3	94.97	90.84	35,422,448	67
PC3	5,462,951,832	54,088,632	49.72	94.48	90.17	30,622,836	57
ME1	5,440,414,692	53,865,492	48,46	94.74	90.68	36,580,712	68
ME2	6,052,955,250	59,930,250	47.71	94.75	90.84	41,953,734	70
ME3	5,943,007,458	58,841,658	48.44	95.30	91.30	40,345,942	69
PE1	7,931,399,306	78,528,706	49.27	95.06	91.03	54,606,756	70
PE2	6,455,995,144	63,920,744	48.33	94.62	90.57	45,854,954	72
PE3	5,775,834,278	57,186,478	48.66	95.13	91.06	38,565,456	67

MC *Majorera* Control, PC *Palmera* Control, ME *Majorera* Restricted, PE *Palmera* Restricted. Total bases, raw and mapped reads, GC content (%), Q20 (%) and Q30 (%) of each sequenced sample on the Illumina Hiseq 2500 (Illumina, San Diego, CA, USA) are described. Percentage of mapped reads was calculated using the number of mapped reads/raw reads

Of the 24,260 genes found as output of the RSEM analysis, 9731 genes were found expressed amongst all samples (raw number counts > 100 in at least one sample) (Supplementary Material 1). 

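Genes above 100 counts in at least 1 library made up 39.5% of the rows of Supplementary Material 1 that could be read (790 of 1998), the remaining rows of that supplement being not analysed here. These rows were not selected for differing between groups. For the 394 genes found both there and in a deposited table, all 3411 counts matched within 1%. All rows that could be read served to scale the libraries, and 846 of them reached 1 CPM in at least 3 libraries. The rows that reached this level among the libraries of a fit served to estimate the spread between goats of a group.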

Casein beta (*CSN2*), casein kappa (*CSN3*), progestagen-associated endometrial protein (*PAEP*) and α2-casein (*CSN1S2*) were among the identified sequences with highest total raw read counts, suggesting no ribosomal RNA (rRNA) contamination during library preparation. In addition, 82 transcripts showed significant changes in gene expression abundance (Log_2_FC <  -1.5 or Log_2_FC  >  1.5 −, *P* < 0.05 and FDR < 0.05) between MC (*Majorera* control) and ME (*Majorera* restricted), 99 between PC (*Palmera* control) and PE (*Palmera* restricted), 12 between both control groups and 29 between both restricted groups (Fig. 1). 

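Caseins and LALBA, the regulatory subunit of lactose synthase, took a large and variable part of every library. CSN2 held 25.4 ± 3.62% of the mapped reads in MC, 17.3 ± 6.91% in ME, 38.8 ± 12.0% in PC and 12.1 ± 6.68% in PE (SD, n = 3 libraries). CSN1S2 held 3.45 ± 0.594%, 1.48 ± 0.431%, 4.46 ± 1.33% and 1.14 ± 0.599% in the same order. Among the 1408 genes with counts in all 12 libraries, CSN2 (21.9% of all mapped reads), CSN3 (5.10%) and CSN1S2 (2.45%) had the highest totals, followed by the mitochondrial gene COX1 (0.827%) and by LALBA (0.795%). PAEP, which encodes beta-lactoglobulin, took between 1.82% and 5.05% of the mapped reads in the 9 libraries of MC, ME and PC, and its counts in PE are not in the deposited tables. Scaling by mapped reads alone in place of TMM moved the median Log2FC of the listed genes by 0.89 in MC vs. ME, 0.38 in MC vs. PC, -0.60 in ME vs. PE and -0.05 in PC vs. PE. In MC vs. ME, 52.2% of the listed genes were higher in ME with TMM and 68.5% with mapped reads alone.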

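In Majorera, the genes that separated ME from MC most clearly were the ribonuclease gene RNASE1, the adipokine gene ADIPOQ, the smooth muscle actin gene ACTG2 and EGLN3, an oxygen-sensing hydroxylase, all lower in ME, and LOC102169730 and LOC102172792, higher in ME. RNASE1 fell from 320 ± 242 CPM in MC to 0.357 ± 0.186 CPM in ME (Log2FC -9.73, SE 0.77, adjusted p = 0.00555). ADIPOQ fell from 7.88 ± 1.91 to 0.445 ± 0.149 CPM (Log2FC -4.20, SE 0.33, adjusted p = 0.00555), and EGLN3 had a Log2FC of -2.11 (SE 0.22, adjusted p = 0.0338). LOC102169730 rose from 1.15 ± 0.131 to 8.38 ± 1.37 CPM (Log2FC 2.86, SE 0.21, adjusted p = 0.00555). These 6 genes were the DEGs of MC vs. ME by the edgeR quasi-likelihood test, of 1525 at an unadjusted p under 0.05, whereas the DESeq2 Wald test called 82 genes (35 higher and 47 lower in ME). For PC vs. PE the quasi-likelihood test called 0 genes (2084 at an unadjusted p under 0.05) and DESeq2 called 88, of which 53 were higher in PE. In MC vs. PC 1 gene was called and DESeq2 called 4, and in ME vs. PE the counts were 0 (679 at an unadjusted p under 0.05) and 15. Scaling by mapped reads alone gave 275, 164, 1 and 169 DEGs in MC vs. ME, PC vs. PE, MC vs. PC and ME vs. PE. Single libraries moved these counts: MC vs. ME held 31 DEGs without ME replicate 2, 3 without MC replicate 2, 1 without MC replicate 3, 2 without ME replicate 1 and 0 without ME replicate 3, and PC vs. PE held 89 without PE replicate 2, 42 without PC replicate 1, 3 without PC replicate 3, 2 without PE replicate 3 and 1 each without PC replicate 2 or PE replicate 1. For MC vs. PC the count was 0 without PC replicate 2 and 3 without PC replicate 3, and for ME vs. PE it was 1 without ME replicate 2.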

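The lists for feed restriction in the breeds shared genes of the same direction. Of the 82 genes in the paper's list for MC vs. ME and the 99 in its list for PC vs. PE, 22 are on both, and all 22 had the same sign of Log2FC in both breeds. Lower in ME and in PE were ADIPOQ, the milk protein genes LALBA and CSN1S2, the secretory epithelial gene MUCL1, NGEF and PI16, whereas F3, RARRES1, RGS1, TRPM2, ANPEP and APOD were higher in both restricted groups. APOD, a lipid carrier, had a Log2FC of 1.52 (SE 0.40, adjusted p = 0.188) in ME and 2.03 (SE 0.33, adjusted p = 0.0724) in PE. With the DESeq2 Wald test, 5 genes were DEGs and higher in both breeds (ANPEP, APOD, CDKN1A, MT1MMP and RARRES1) and 9 were lower in both, while the quasi-likelihood test called 0 in both. The lists for MC vs. ME and ME vs. PE share 8 genes, among them the macrophage genes CD68 and GPNMB, ADAMDEC1 and ENPP1, which were higher in ME than in MC and than in PE, and as both comparisons use the ME libraries, opposite signs follow for any gene that is extreme in ME. These lists were chosen by the study on the same samples and are not independent evidence of direction.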

Some of the identified genes were differentially expressed across the different comparisons. These results are detailed in Supplementary materials 2, 3, 4, and 5.

**Fig. 1:**
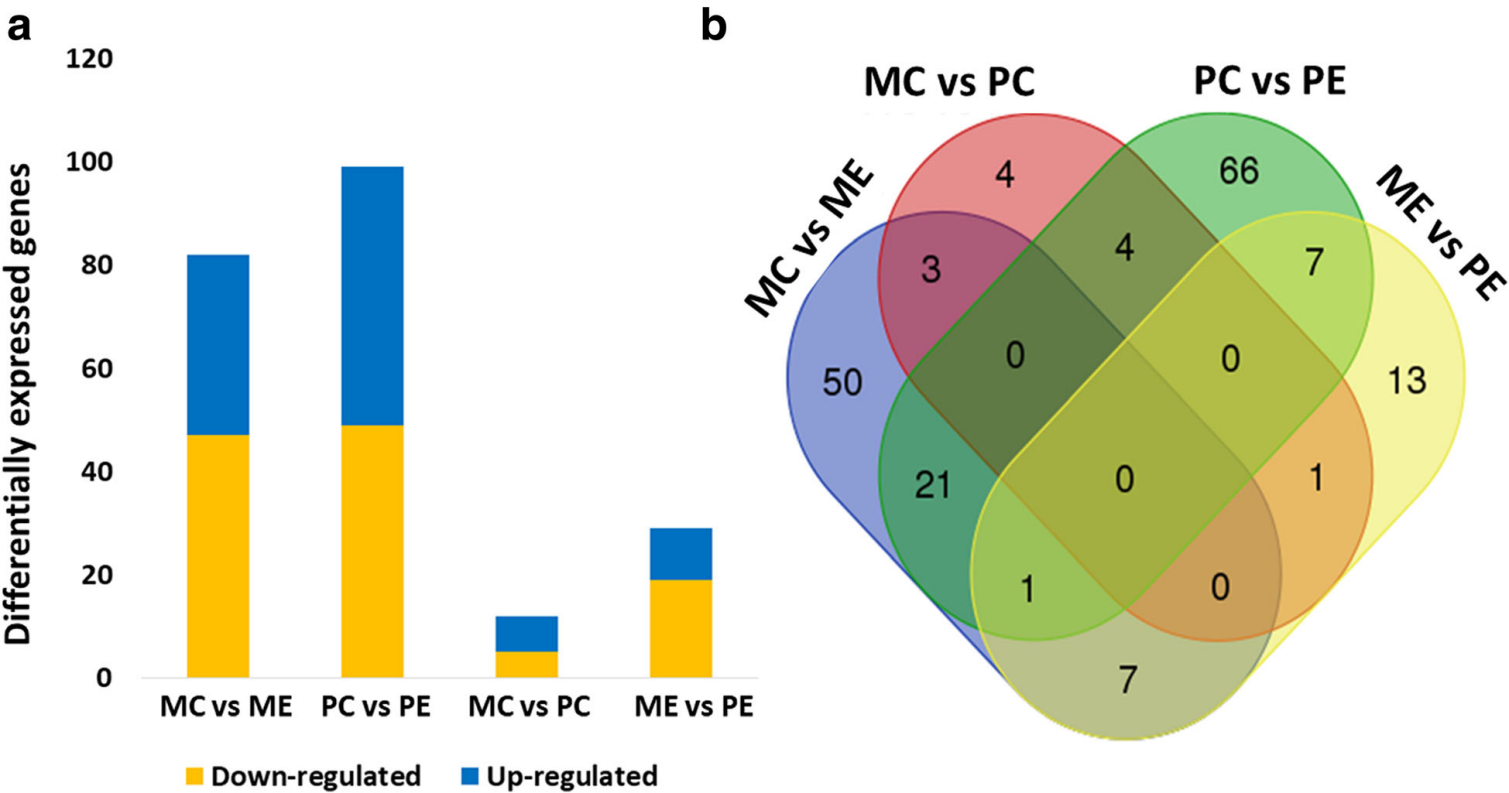
Differential gene expression results. **a** - The number of differentially (up and down-regulated) expressed genes (DEGs) in each comparison established for the study. **b** - Venn diagram analysis of DEGs in each comparison established for the study. The overlapping regions show common genes among the main comparisons established. MC – *Majorera* Control ME - *Majorera* Restricted; PC - *Palmera* Control and PE - *Palmera* Restricted. Parameters used: *P*-value and FDR < 0.05, Log2FC > 1.5 or < − 1.5, and raw number counts> 100 in at least one sample

Cluster of Gene Ontology (COG)-based categorization describes the major functional classification regarding genes whose expression was trigggered in response to feed restriction in both breeds. An analysis of the differentially expressed genes (DEGs) in the four experimental groups (MC, PC, ME and PE) using the COG database is shown in Fig. 2. More details are available in Supplementary Material 7. 

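Over the COG terms of Supplementary Material 7, the Majorera genes lay on both sides. Its assignments for MC vs. ME place 66 genes in 16 terms, and of the 97 gene entries that this makes, 46 were higher and 51 lower in ME. Post-translational modification and protein turnover held 8 higher genes, among them the lysosomal proteases CTSK and CTSS, and 4 lower genes with ADIPOQ. The 5 entries for carbohydrate transport were 4 lower (LALBA, GK, SGMS2 and SLC35D2) and 1 higher (CD37), and the 3 lipid entries were all lower. Because the study picked the genes on these libraries, the tallies are not independent evidence and no enrichment was tested.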

For the two *Majorera* groups, sixteen COG terms were retrieved. These included for instance transcription, intracellular trafficking, carbohydrate transport and metabolism or signal transduction among other functions. 

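In Palmera, the transcription term held the genes RGS1, FOS, ATF3, NR4A1 and CSRNP1, all 5 higher in PE than in PC. FOS, ATF3 and NR4A1 encode transcription factors of the immediate early response. NR4A1 had a Log2FC of 3.52 (SE 0.78, adjusted p = 0.102 by the quasi-likelihood test), ATF3 of 2.09 (SE 0.62, adjusted p = 0.157) and FOS of 2.59 (SE 0.83, adjusted p = 0.178). The values for NR4A1 and ATF3 were 2.16 and 1.03 without PE replicate 2, and that for FOS was 4.38 without PC replicate 1. Post-translational modification and chaperones held 9 higher genes, including the heat shock genes HSP70.1 and HSPA6, and 5 lower genes. In all, 51 gene entries of PC vs. PE were higher in PE and 43 were lower.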

For the *Palmera* groups comparison, eighteen COG terms were found including posttranslational modification and protein turnover, aminoacid transport and metabolism or defense mechanism functions. The comparison of the two control groups involved seven COG terms (e.g. RNA processing and modification or signal transduction mechanisms functions). 

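The terms for MC vs. PC rested on 7 genes. RNASE1 alone stood for RNA processing and was lower in PC, POSTN stood for cell wall biogenesis and for extracellular structures and was lower in PC, and RGS4 and GABRB1 stood for signal transduction and were higher in PC. In total 6 entries were higher and 4 lower in PC.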

Finally, the comparison of the two restricted groups led to eleven COG terms that included for instance nucleotide transport and metabolism, translation or energy production and conversion functions.

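For ME vs. PE, 21 genes made up the terms, with 7 entries higher and 18 lower in PE. The nucleotide term held CTPS1 (higher in PE) with ENPP1 and LOC102191092 (lower in PE). Energy production held GPD1, higher in PE, and translation held LOC102181479, lower in PE. All 5 genes placed in the term for unknown function were lower in PE, GPNMB and ADAMDEC1 among them.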

**Fig. 2:**
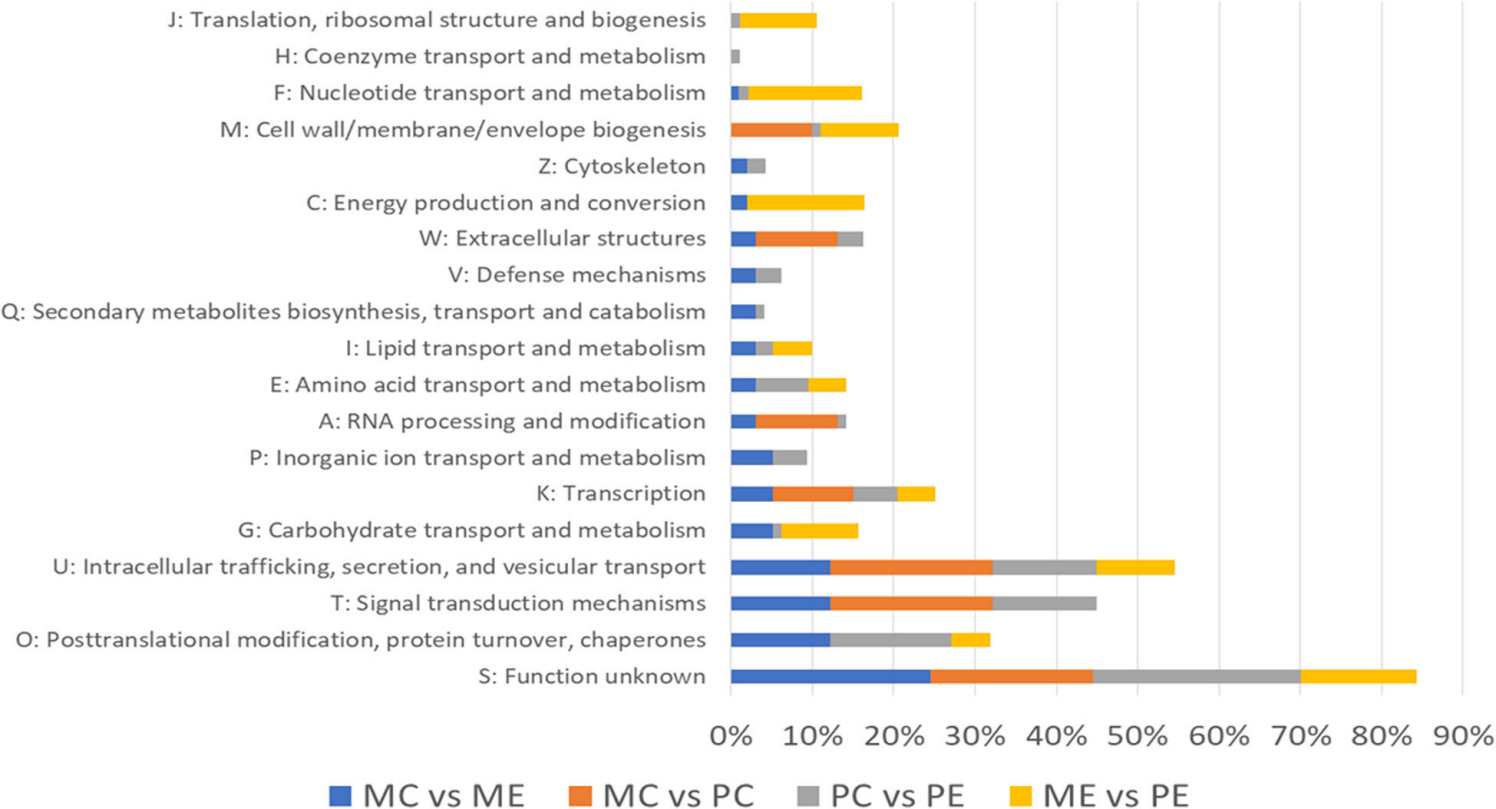
Graphic representation of the percentage of genes within each orthologous group obtained via Blast2GO, Cluster of orthologs e-Value 1e-3 for the four studied comparisons. MC – *Majorera* Control, PC – *Palmera* Control; ME – *Majorera* Restricted and PE – *Palmera* Restricted. For all comparisons: *p*-value and FDR < 0.05, log2FC > 1.5 or < − 1.5, and raw number counts> 100 in at least one sample

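Libraries grouped by condition when the clustering used genes picked for differing. With the genes of the paper's list of each comparison (a choice made after the data were seen), average linkage on 1 minus the Pearson correlation put 0 libraries on the wrong side of the first split in MC vs. ME, PC vs. PE, MC vs. PC and ME vs. PE, and the 6 DEGs of MC vs. ME gave the same split. With the rows of Supplementary Material 1, which were not picked for differing, the first split set a single library apart from the other 5. That library was ME replicate 2 in MC vs. ME (810 rows) and ME vs. PE (832 rows), and PC replicate 3 in PC vs. PE (772 rows) and MC vs. PC (768 rows). ME replicate 2 also had the highest mean level of 19 macrophage markers of all 12 libraries, 2.02 on the log2 scale above the mean of all libraries, against 0.23 and 0.59 in the other ME libraries.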

Hierarchical clustering made using the Log_2_ FPKM (fragments per kilo base per million mapped reads) values illustrate that all animals belonging to the same experimental condition are clustered together (Figs. 3 and 4). These show groups of genes that have differential expression in one of the pairwise comparisons. Examples include for instance, genes *POSTN* and *RNASE1* (over expression in MC when compared to PC, see in Fig. 4a) or *TP53INP2* and *RFX4*, down-regulated in the ME group when compared to PC (Fig. 3). 

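RFX4, a transcription factor, and TP53INP2, a regulator of autophagy and transcription, were both higher in PC than in ME. RFX4 had 2.04 ± 0.991 CPM in ME and 19.1 ± 7.08 CPM in PC (Log2FC 3.25, SE 0.45, adjusted p = 0.0938). TP53INP2 had 10.1 ± 1.55 CPM in ME and 34.1 ± 12.7 CPM in PC (Log2FC 1.76, SE 0.30, adjusted p = 0.1). Every PC library was above every ME library for both genes. Neither passed the adjusted threshold of the quasi-likelihood test, and the DESeq2 Wald test gave adjusted p = 5.2e-08 for RFX4 and 0.00034 for TP53INP2.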

A Principal Component Analysis partially supports the previously mentioned results, evidencing also a considerable level of variability between samples (Fig. 5). Nevertheless it also evidences that the majority of the differences observed between both breeds results from the feed restriction treatment applied.

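On the first principal component of the 6 DEGs of MC vs. ME, the restricted and the control libraries lay apart without overlap, and the component held 70.9% of the variance. Diet separated the libraries on it (exact permutation test over all assignments of 6 libraries to each diet, p = 0.00216, the smallest p they can give), and breed did not (p = 0.701). The genes were chosen for differing between MC and ME. With 846 rows of Supplementary Material 1 not chosen that way, the first component held 26.3% of the variance and again parted the diets (p = 0.00216), but not the breeds (same test, exact p = 0.474). Among 763 of these rows, the Log2FC of MC vs. ME and of PC vs. PE had the same sign in 68.9%, and they correlated across genes with r = 0.571 (Spearman's correlation 0.530), genes not being independent replicates, where the highest absolute r with another split of the Palmera libraries was 0.527. The breed difference in control goats and that in restricted goats correlated with r = 0.193 over 755 rows. Spearman's correlation was 0.058 there, and the sign was the same in 47.3% of the rows.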

**Fig. 3:**
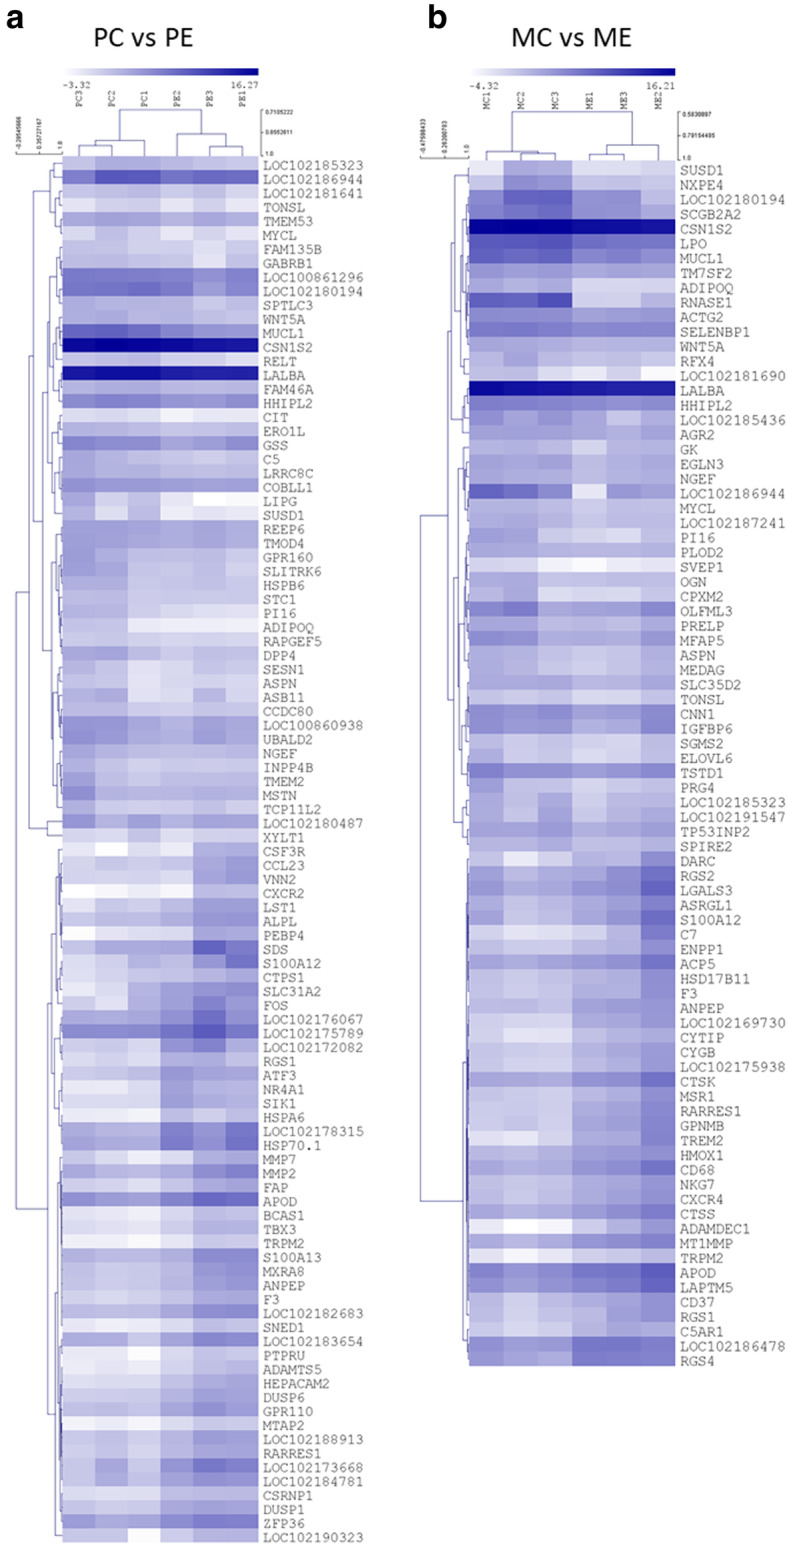
Heatmaps and hierarchical clustering of the differentially expressed genes in the *Palmera* (**a** panel) and the *Majorera* (**b** panel) animals. MC – *Majorera* Control; PC – *Palmera* Control; ME – *Majorera* Restricted and PE – *Palmera* Restricted. Gene symbols are displayed in rows. Dark blue indicates high expression whereas light blue indicates low expression

**Fig. 4:**
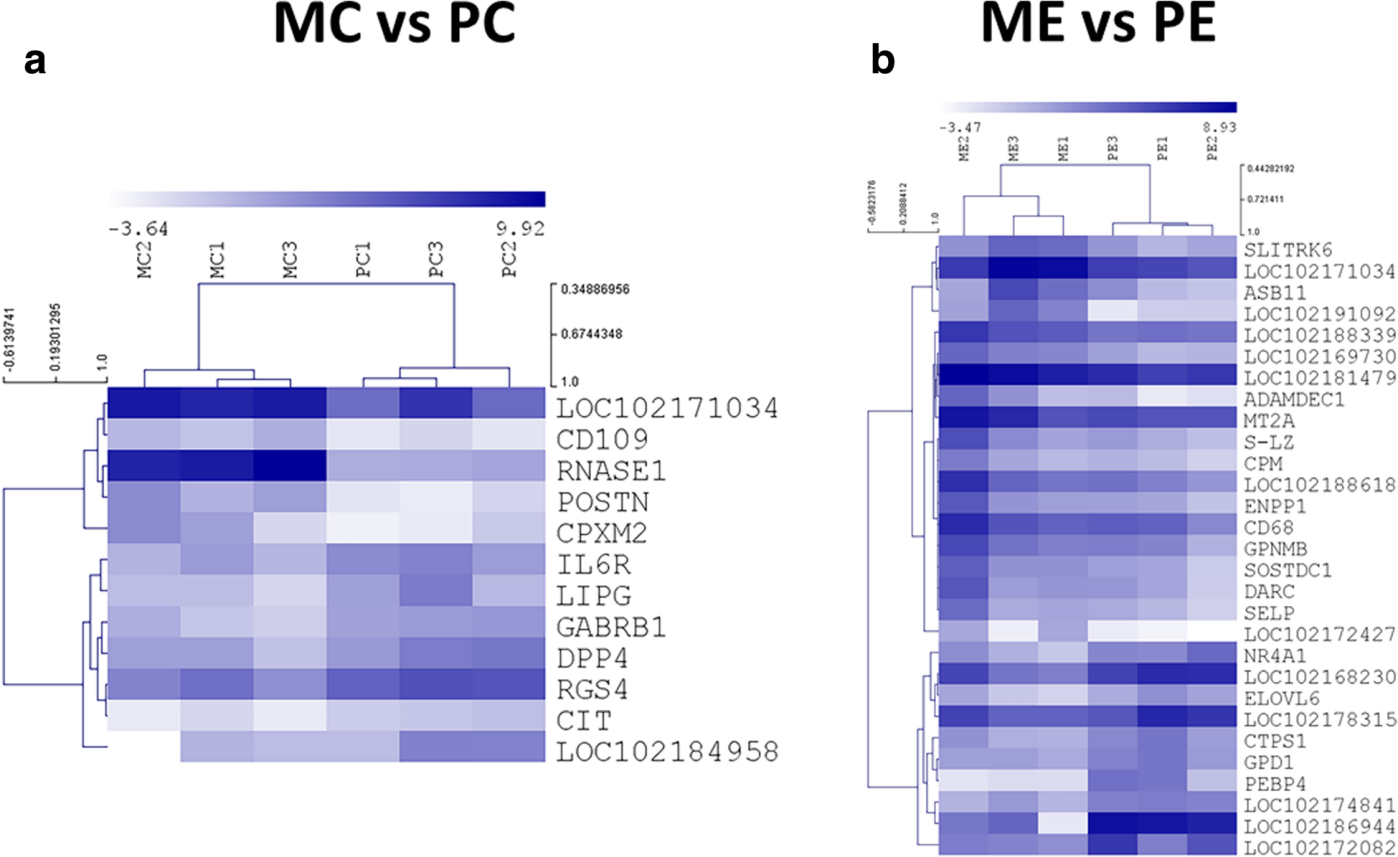
Heatmaps and hierarchical clustering of differential abundance transcripts in Control (**a** panel) and Restricted (**b** panel) animals. MC – *Majorera* Control; PC – *Palmera* Control; ME – *Majorera* Restricted and PE – *Palmera* Restricted. Gene symbols are displayed in rows. Dark blue indicates high expression whereas light blue indicates low expression

**Fig. 5:**
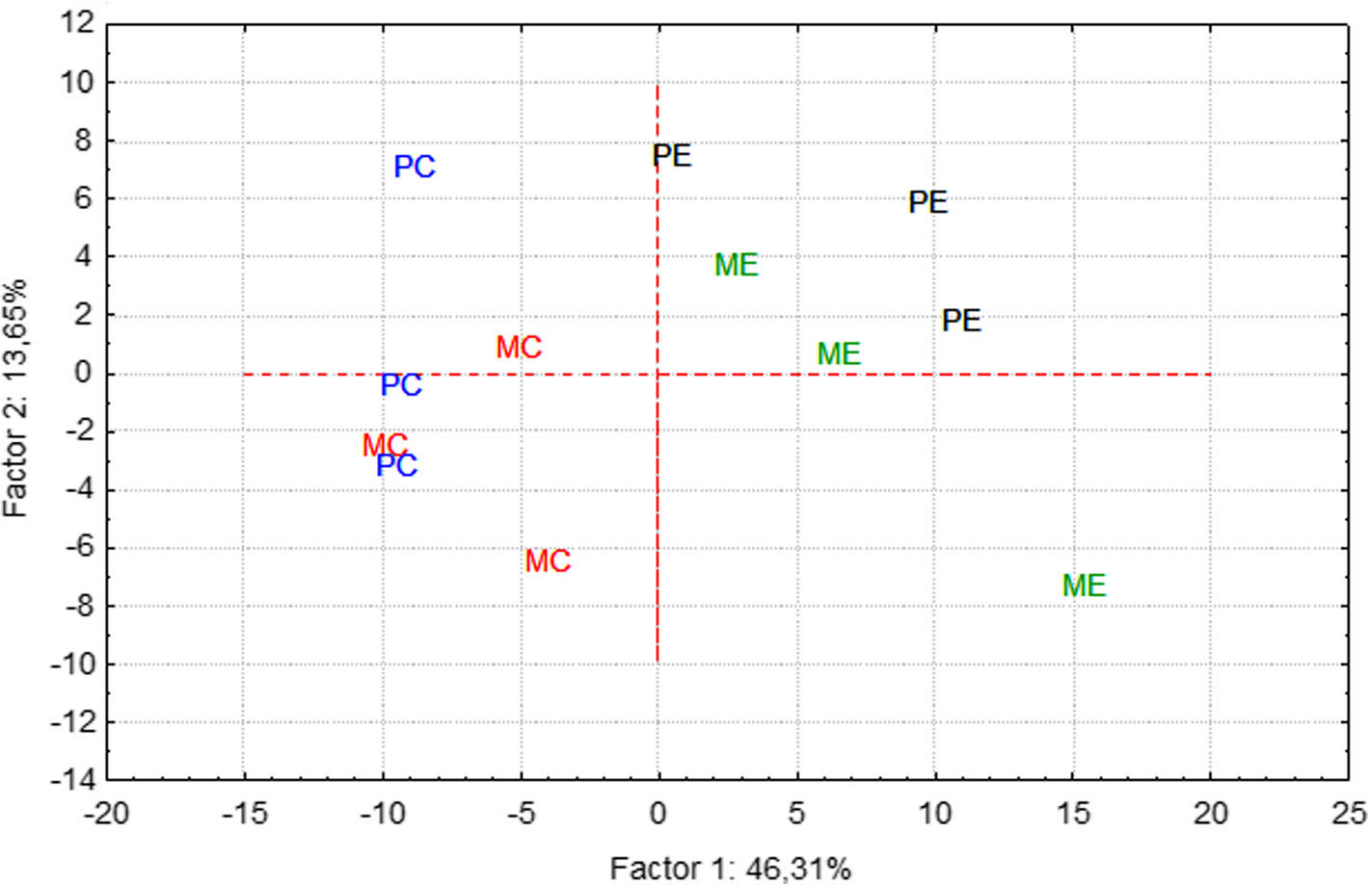
Principal Component Analysis (PCA) scatterplot of the four experimental groups using all  differentially expressed genes. Values of FPKM were Log_2_ transformed before computation. MC – *Majorera* Control; PC – *Palmera* Control; ME – *Majorera* Restricted and PE – *Palmera* Restricted

### Gene expression differences between groups

Please refer to Supplementary material 2 , 3, 4, and 5 for a comprehensive description of the expression differences between comparisons. Overall, the *Palmera* breed showed the highest number of DEGs compared to the *Majorera* breed (see also Fig. 3).

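The interaction test of edgeR could be run on the 1408 genes with counts in all 12 libraries, adjusted over 15221 genes. These had entered the deposited tables at an unadjusted p under 0.05, and other genes were not tested. Of the 1408 genes, 1 had a response to feed restriction that differed between the breeds. In simulated data this test recovered 4% of interactions of 1.5 and 71% of interactions of 3 on the log2 scale. LOC102169730, a protein-coding gene without a name in the goat annotation, had 1.11 ± 0.134 CPM in MC and 8.15 ± 1.45 CPM in ME, but 2.38 ± 0.176 CPM in PC and 1.51 ± 0.591 CPM in PE (interaction 3.54 on the log2 scale, SE 0.40, adjusted p = 0.0115). DPP4, a cell-surface peptidase, had an interaction of 3.4 (SE 0.60) and CTPS1, an enzyme of pyrimidine synthesis, one of -2.75 (SE 0.52), with adjusted p of 0.344 and 0.474. The DESeq2 Wald test called 8 genes. At an unadjusted p under 0.05 there were 227 of the 1408 genes. The single call was lost without MC replicate 1, MC replicate 2, MC replicate 3 or PC replicate 3, and 2 genes were called without PE replicate 1.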

A comparison between both control groups (MC vs. PC) showed only twelve differentially expressed (*P* < 0.05) genes (Supplementary material 2). Five up-regulated genes were found in the MC group (*RNASE1*, *POSTN*, *CPXM2*, *LOC102171034* and *CD109*). 

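RNASE1, which the paper ties to milk traits and growth of epithelial cells, was the 1 DEG of MC vs. PC. Its level was 274 ± 205 CPM in MC and 1.00 ± 0.199 CPM in PC (Log2FC -8.09, SE 0.61, adjusted p = 0.00156). The single call was lost without PC replicate 2, and 3 genes were called without PC replicate 3. LOC102171034, annotated as a transcribed pseudogene, had a Log2FC of -2.57 (SE 0.67, adjusted p = 0.604, and -4.04 without PC replicate 3), and CD109, a surface protein that binds TGF-beta, had one of -2.08 (SE 0.38, adjusted p = 0.548). CPXM2, of the carboxypeptidase family, had a Log2FC of -3.20 (SE 0.88, adjusted p = 0.66) with overlapping groups. DESeq2 gave CD109 an adjusted p of 0.014.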

A total of seven up-regulated genes were found in the PC group (*CIT*, *IL6R*, *GABRB1*, *DPP4*, *RGS4*, *LIPG* and *LOC102184958*).

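All of these genes had higher fitted levels in PC, though none passed the quasi-likelihood test after adjustment. RGS4, a regulator of G protein signalling, had 15.6 ± 7.59 CPM in MC and 68.3 ± 12.0 CPM in PC (Log2FC 2.13, SE 0.33, adjusted p = 0.548; DESeq2 adjusted p = 6.9e-05). DPP4 had a Log2FC of 2.05 (SE 0.48, adjusted p = 0.598), the endothelial lipase gene LIPG of 2.61 (SE 0.66, adjusted p = 0.598, and 1.55 without PC replicate 3) and the cytokine receptor gene IL6R of 1.66 (SE 0.38, adjusted p = 0.564). For CIT, GABRB1 and LOC102184958 the values were 1.58, 1.81 and 2.87. The groups did not overlap for 11 of the 12 genes of the paper's list, which were chosen on the same libraries.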

The *Majorera* mammary gland transcriptome was affected by feed restricition as shown in Supplementary material 3. The genes found to have differential expression were involved in a plethora of biological functions: from RNA processing to energy production, from amino acid transport and nucleotide transport to transcription or signal transduction; and defense mechanisms. Additionally, twenty-four DEGs have been categorized with an unknown function. The DEGs involved in RNA processing (e.g *RNASE1* and *IGFBP6*), signal transduction (e.g. *NGEF*, *PI16* and *SVEP1*) and transcription (e.g. *TP53INP2* and *RFX4*) were mainly down-regulated in the ME group. In this comparison, the majority of the intracellular trafficking, secretion, and vesicular transport pathways were up-regulated in the ME group. 

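The genes named here were all lower in ME. PI16, a fibroblast marker, had a Log2FC of -4.07 (SE 0.78, adjusted p = 0.135), SVEP1, a matrix protein, of -2.42 (SE 0.55, adjusted p = 0.155) and the signalling gene NGEF of -1.70 (SE 0.21, adjusted p = 0.0601). For TP53INP2 and RFX4 the values were -1.58 (SE 0.29, adjusted p = 0.123) and -2.55 (SE 0.62, adjusted p = 0.174), the latter -1.67 without MC replicate 2. None of these passed the quasi-likelihood threshold, and all 5 passed it with DESeq2. Of the genes placed in RNA processing, 2 were lower and 1 (F3) was higher in ME, and signal transduction held 7 lower and 5 higher genes. Transcription held 2 lower genes (TP53INP2 and RFX4) and 3 higher genes (RGS1, RGS2 and RGS4), these terms being lists the study picked on the same libraries.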

The list includes for instance DEGs such as *CXCR4*, *MSR1*, *NKG7* or *CD68*. 

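CD68, a lysosomal protein of macrophages, had 5.81 ± 1.00 CPM in MC and 26.9 ± 16.3 CPM in ME (Log2FC 2.21, SE 0.41, adjusted p = 0.129). MSR1, the macrophage scavenger receptor, had a Log2FC of 2.12 (SE 0.57, adjusted p = 0.201), NKG7, of cytotoxic lymphocytes, of 1.60 (SE 0.29, adjusted p = 0.123), and the chemokine receptor gene CXCR4 of 1.77 (SE 0.32, adjusted p = 0.123). In the trafficking term 9 genes were higher in ME and 3 lower (LPO, LOC102186944 and SLC35D2). With DESeq2 all 4 named genes passed, MSR1 at adjusted p = 0.045. For MSR1 the Log2FC was 1.12 without ME replicate 2.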

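MT1MMP, also called MMP14, cleaves collagen and activates other matrix proteases. It had 5.01 ± 1.56 CPM in MC and 18.1 ± 2.38 CPM in ME (Log2FC 1.85, SE 0.26, adjusted p = 0.0953). LGALS3, the gene of galectin 3, had a Log2FC of 2.21 (SE 0.75, adjusted p = 0.284), which was 0.78 without ME replicate 2. OLFML3, a secreted glycoprotein, had a Log2FC of -2.35 (SE 0.77, adjusted p = 0.262) and one of -1.38 without MC replicate 2, and the groups overlapped for both of the last genes. In the list of 29 matrix protease and involution genes, all 14 members in the MC vs. ME table were higher in ME (median 1.96, and 1.24 without ME replicate 2, Fisher's exact adjusted p = 0.00144). None of the 14 was a DEG, and 7 passed when adjusted over the list alone. The macrophage markers were highest in ME replicate 2, the library that also had the highest mean of the protease genes, 1.69 against 0.32 and 0.45 in the other ME libraries. Both lists share members, among them the gene with the highest Log2FC of each (5.58), so that their results are not independent.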

The extracellular structures had one down-regulated DEG (*OLFML3*) and two up-regulated DEGs (*MT1MMP* and *LGALS3*) in the ME group. Two DEGs associated to cytoskeleton were up-regulated in the MC group compared to the ME group (*ACTG2* and *CNN1*).

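ACTG2, the gamma actin of smooth muscle and of the myoepithelial cells that eject milk, fell from 27.5 ± 2.64 CPM in MC to 5.54 ± 0.727 CPM in ME (Log2FC -2.32, SE 0.19, adjusted p = 0.00555). CNN1, which encodes calponin 1, had a Log2FC of -1.62 (SE 0.26, adjusted p = 0.105), and ACTA2 one of -1.08 (SE 0.26, adjusted p = 0.169). Of 13 myoepithelial and smooth muscle genes, 6 were listed, 5 lower and 1 higher (Fisher's exact adjusted p = 0.192), with 4 lower and 1 higher when adjusted over the list alone, and by mapped reads alone 4 were lower and 2 higher. The higher one was TP63 (Log2FC 0.90, SE 0.20), a transcription factor of basal cells. Without ME replicate 3, ACTG2 was no longer called.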

Similar to the *Majorera* breed, and as shown in Supplementary material 4, the *Palmera* mammary gland transcriptome was also affected by feed restriction. A total of 99 genes had significantly (*P* < 0.05) differential expression, about 20% more than in the *Majorera* breed. This suggests that the *Palmera* breed is more affected by feed restriction. 

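DPP4 was among the genes with lower levels in PE than in PC, beside RNASE1, which had the smallest p. The 99 genes of the paper's list all had the sign it gives, 50 higher and 49 lower in PE, and 80 of them had groups without overlap, the genes having been chosen by the study for differing on the same libraries. Their adjusted p by the quasi-likelihood test lay between 0.0706 and 0.230, so that 0 were called, and DESeq2 called 71. For the 82 genes of the Majorera list, all with the paper's sign, the quasi-likelihood test called 5 and DESeq2 called 63. On the whole table DESeq2 called 82 genes in Majorera and 88 in Palmera. DPP4 had 20.2 ± 9.98 CPM in PC and 2.89 ± 0.337 CPM in PE (Log2FC -2.81, SE 0.37, adjusted p = 0.0706). RNASE1 had a Log2FC of -4.55 (SE 0.42, adjusted p = 0.0238) in PE but stayed below 100 counts in every Palmera library. From the number of DEGs, the paper proposes that Palmera is the breed more affected by feed restriction.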

The list of DEGs include COG terms such as RNA processing, amino acids transport and carbohydrates transport. It also includes translation, transcription, protein turnover, and signal transduction, among others. As in the *Majorera* breed, twenty-four DEGs were detected with unknown roles. 

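Among the genes of the 4 transport terms in PC vs. PE, the milk gene LALBA in the carbohydrate term was lower in PE. Lower too were GSS and TONSL, which the study placed in the lipid term, and TONSL and ASB11 in the amino acid term. VNN2, FAP, ANPEP and SDS in the amino acid term and CTPS1 in the nucleotide term were higher in PE. In all, 5 of the 10 entries were higher in PE and 5 were lower. ANPEP, the aminopeptidase N gene, had a Log2FC of 1.88 (SE 0.35, adjusted p = 0.081) and FAP, a fibroblast peptidase, one of 1.90 (SE 0.38, adjusted p = 0.0909). The genes were picked by the study on the same libraries.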

The majority of genes involved in lipid, carbohydrate, amino acid and nucleotide transport are up-regulated in the control group.

Finally, the comparison between the two restricted groups (see Supplementary material 5) led to twenty-nine DEGs. These included for instance *ASB11*, *ADAMDEC1* or *S-LZ* (higher expression in the ME group) and *GPD1*, *CTPS1* and *ELOVL6* (higher expression in the PE group).

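All 29 genes of the paper's list had the paper's sign, 19 lower and 10 higher in PE, although the quasi-likelihood test called 0 of them (679 genes of the table had an unadjusted p under 0.05) and DESeq2 called 11. ADAMDEC1, a protease of macrophages, had 4.29 ± 3.96 CPM in ME and 0.387 ± 0.249 CPM in PE (Log2FC -3.47, SE 0.85, adjusted p = 0.657). The groups did not overlap for 23 of the 29 genes, which the study chose for differing on the same libraries.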

###  Reverse Transcribed Quantitative PCR validation

The RNA-Seq results were validated using Reverse Transcribed Quantitative PCR. A comparison of the expression levels quantified using RNA-Seq and RT-qPCR is depicted for six randomly chosen genes (*DPP4*; *ELOVL6*; *GK*; *LIPG*; *RNASE1* and *LOC102182683*) (Fig. 6). Results are fully detailed in Supplementary material 8.

**Fig. 6:**
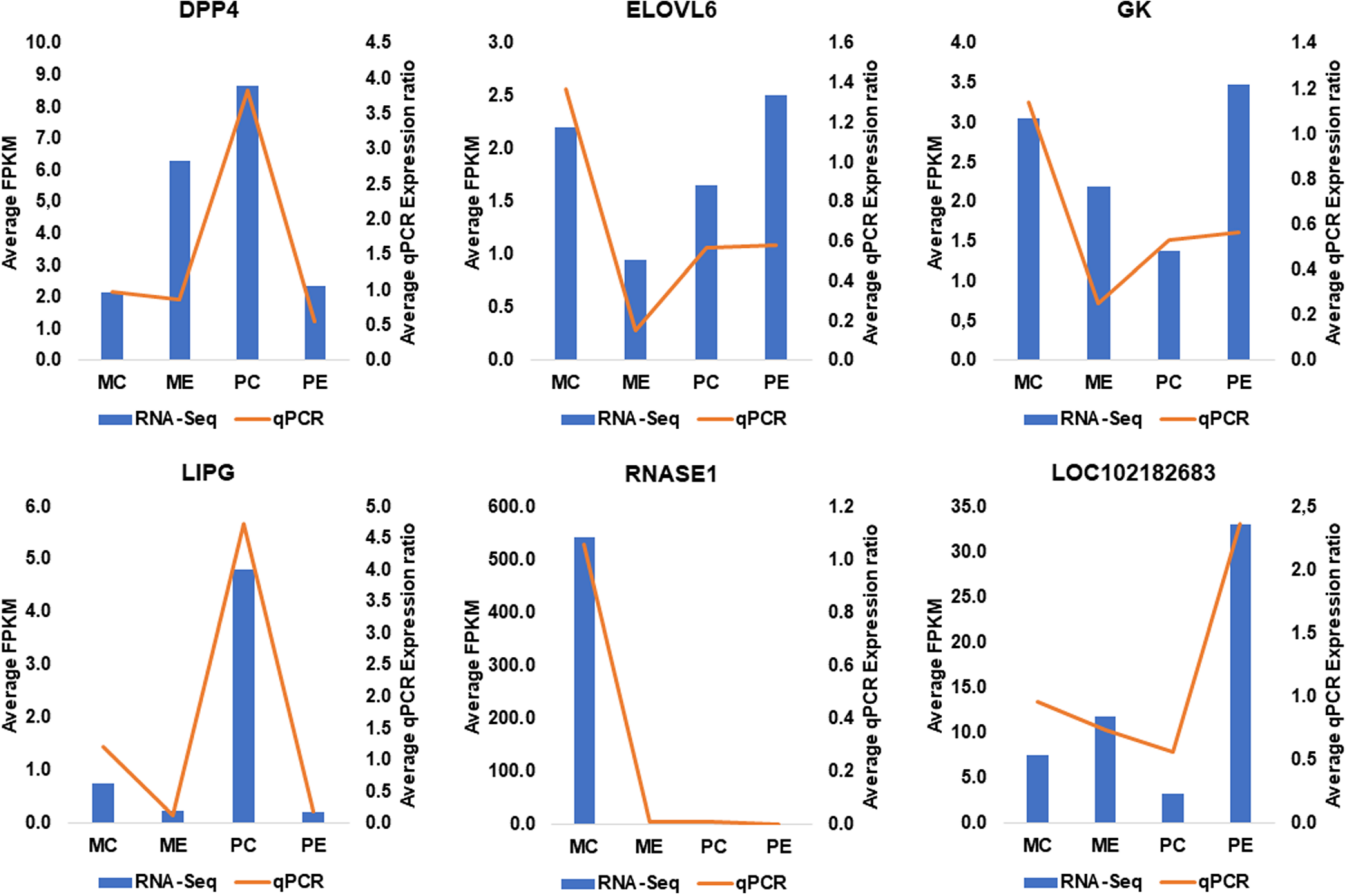
Expression profiles of the six genes (*DPP4*; *ELOVL6*; *GK*; *LIPG*; *RNASE1* and *LOC102182683*) used in the qPCR validation. Bars represent the average of FPKM (Fragments per kilo base per million mapped reads) of biological triplicates for each group obtained using RNA-Seq. Orange lines represent the average of relative gene expression of biological triplicates in each group obtained using RT-qPCR. Y-axis: gene expression values; X-axis: Experimental groups. MC – *Majorera* Control; PC – *Palmera* Control; ME – *Majorera* Restricted and PE – *Palmera* Restricted

A correlation was calculated between the Log_2_ fold change values calculated using the two approaches (qPCR and RNA-Seq) as presented in Fig. 7. A significant positive correlation (R^2^ = 0.9587) was obtained for the mentioned genes. Such correlation supports the accuracy and validation of the RNA-Seq analysis.

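The genes measured by both methods were RNASE1, GK, ELOVL6, LIPG, DPP4 and LOC102182683. For RNASE1 the Log2FC of MC vs. ME was -9.73 from the libraries and -6.74 from qPCR, for LIPG in PC vs. PE it was -5.14 and -4.61, and for DPP4 -2.81 and -2.77. Over the 10 pairs of Supplementary Material 8, R squared was 0.959 (r = 0.979, Spearman's correlation 0.952, permutation p = 6.0e-05 and 1.6e-04). Without the 2 pairs farthest from the median, which were the pairs of RNASE1, r was 0.986. The 10 pairs come from 6 genes and are not independent replicates. Over all 24 pairs of these genes and comparisons, a set chosen after the data were seen, r was 0.961 and Spearman's correlation 0.959 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Of the 14 pairs outside the paper's set, 12 had the same sign, the exceptions being DPP4 in MC vs. ME (0.59 and -0.17) and ELOVL6 in PC vs. PE (-0.40 and 0.03). In 17 of the 24 sets of 6 qPCR values per gene and group, a value equals the group's mean (within 1e-05).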

**Fig. 7:**
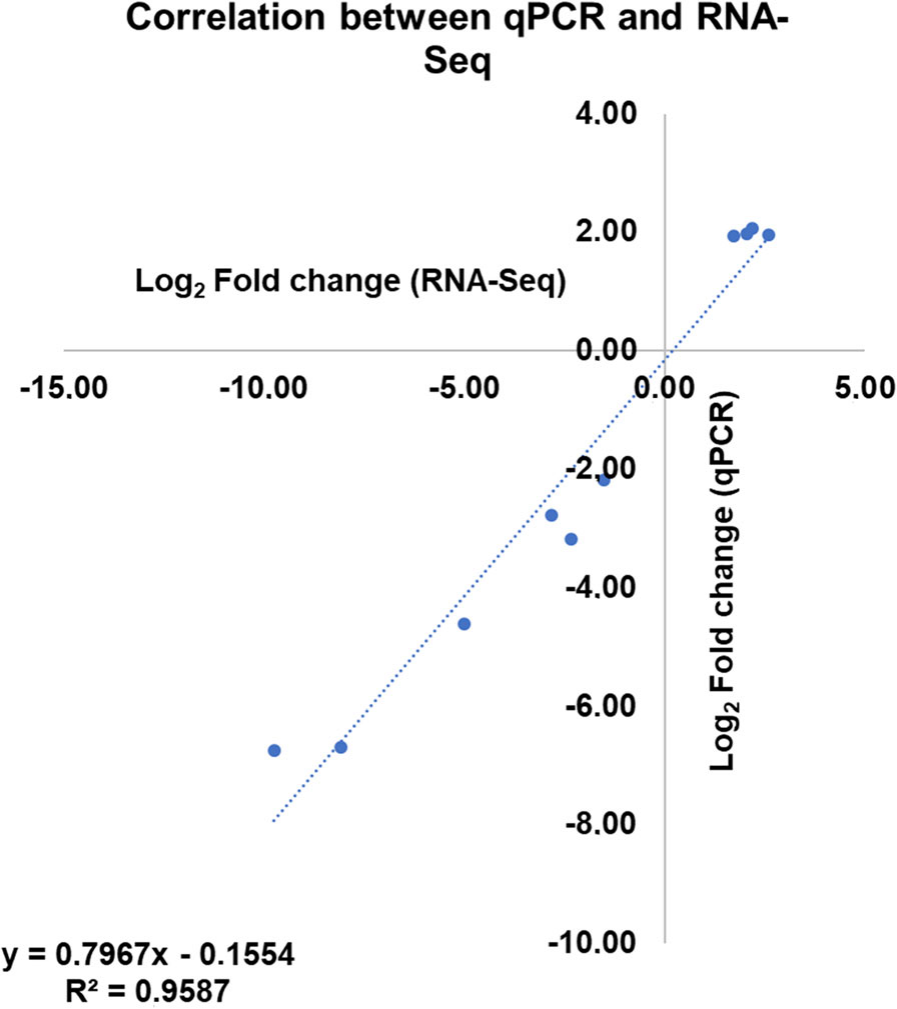
Scatter plot with the Log_2_ fold change observed in RNA-Seq and qPCR for the *RNASE1*, *GK*, *ELOVL6*, *LIPG*, *DPP4* and *LOC102182683* at the comparisons where the genes where considered DE in the RNA-Seq data

## Discussion

In this study, we used a global transcriptomic approach (RNA-Seq) to investigate the molecular mechanisms triggered in the mammary gland as a consequence of weight loss caused by feed restriction in two dairy goat breeds differently adapted to SWL: the tolerant *Majorera* and the susceptible *Palmera*. These breeds have natural differences in size and furthermore have evolved in very different ecosystems which led to differences in their adaptation to nutritional stress [8]. Differences between breeds are mainly based on how specific metabolic pathways were affected by feed restriction, although there are important differences when both control groups are compared. In order to make the results easier to discuss and understand, we have divided this section into different subsections according to the different possible comparisons performed in this study. In these subsections, major results are highlighted, however, in general feed restriction in the two breeds led to a shutdown of cellular mechanisms associated to milk production in agreement with studies by other authors [21].

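Milk protein genes were lower in both restricted groups, and genes of milk fat and cholesterol synthesis were lower in ME. Of 12 milk protein genes, 8 were listed in MC vs. ME and all 8 were lower in ME (median Log2FC -1.23, and -0.52 by mapped reads alone, Fisher's exact adjusted p = 0.00934), and 8 were lower in PE (median -1.06, and -1.68 without PE replicate 2, adjusted p = 0.0194). CSN1S2 had a Log2FC of -1.92 (SE 0.53, adjusted p = 0.208) in ME and -1.66 (SE 0.62, adjusted p = 0.23, and -2.65 without PE replicate 2) in PE, and LPO, the lactoperoxidase gene, one of -3.17 (SE 0.50, adjusted p = 0.105) in ME. Of 31 genes of milk fat synthesis, 10 were lower and 0 higher in ME (median -1.18, and -0.45 by mapped reads alone, adjusted p = 0.00317), with 6 lower and 1 higher in PE (adjusted p = 0.164). The lowest of the 10, DGAT2 (-4.21) and THRSP (-4.07), are also expressed by adipocytes. The 5 listed adipocyte markers were lower in ME by about as much as these genes (median -4.20). Fewer fat cells in the biopsies therefore remain an explanation for part of the lower milk fat genes. Of 16 genes of cholesterol synthesis, 11 were lower and 0 higher in ME with TMM (median -0.87, and -1.37 without ME replicate 1, adjusted p = 0.00200), but 3 were higher and 8 lower when scaled by mapped reads alone (median -0.07). For PE, 2 of these were listed, both lower and too few for the test to pass (adjusted p = 0.333). None of these genes was a DEG by the quasi-likelihood test, with 3 milk protein, 4 milk fat and 4 cholesterol genes lower in ME when adjusted over the list alone, against 0, 1 and 1 in PE. Whether the breeds differ in this was not tested. The milk proteins stayed higher in PE replicate 2 (0.35 on the log2 scale) than in the other PE libraries (-1.05 and -1.28), and they were lowest in ME replicate 2 (-1.95). The paper concludes that the restriction shut down mechanisms of milk production in both breeds.

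**Figure D1:**
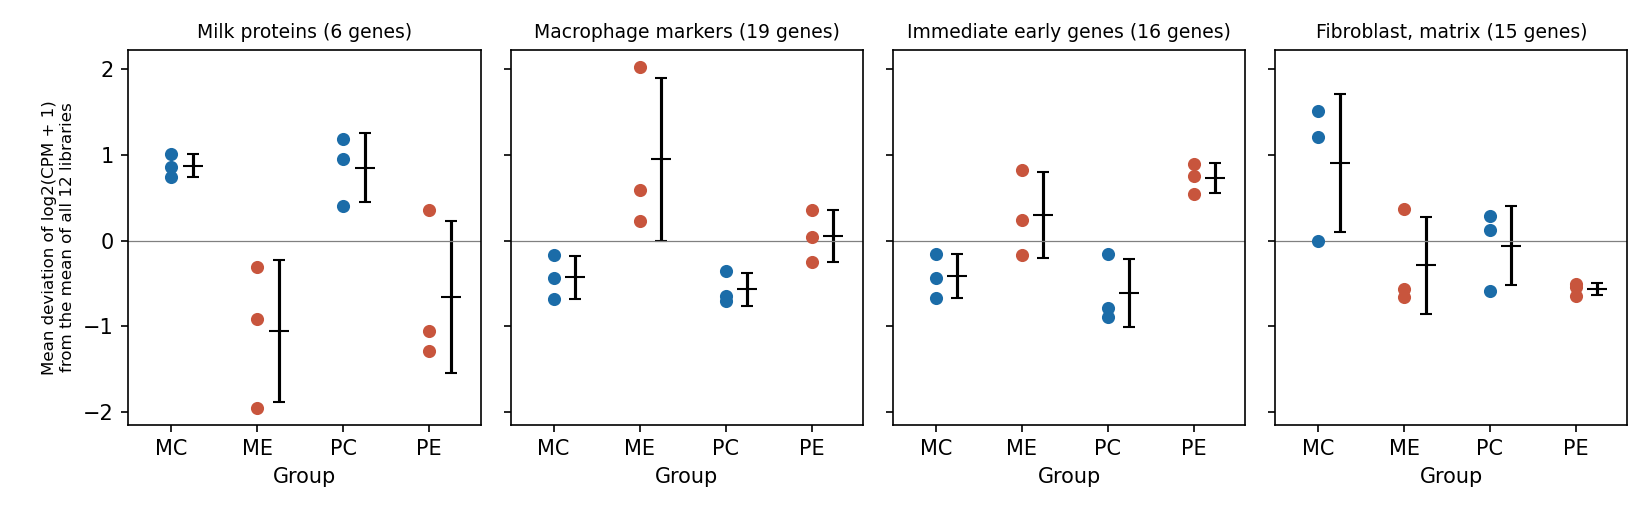
Mean level of 4 gene lists in each library (points; blue for control, red for restricted groups), with the group mean ± SD in black. The vertical axis is the mean deviation of log2(CPM + 1) from the mean of all 12 libraries, over the list members with counts in all of them; milk proteins averaged 0.87 in MC and -1.06 in ME, and immediate early genes -0.61 in PC and 0.73 in PE.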

### Breed effects under control situations

This comparison suggests a high level of similarity between the mammary glands from both breeds when subjected to adequate nutritional levels. This is likely a consequence of a similar genetic background for the ancestors of the two breeds that include both Iberian and African goats that were at some point transported to the Canary Islands [22]. Nevertheless, there are interesting differences.

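Milk protein and cholesterol genes did not enter the MC vs. PC table at all, nor did the neutrophil, T and NK cell, endothelial, fasting, skeletal muscle and skin lists. The prolactin receptor gene PRLR and the insulin receptor substrate gene IRS1 were listed as higher in PC (Log2FC 0.66 and 0.67, the latter 0.35 without PC replicate 3), as was SREBF1, a regulator of lipid synthesis (Log2FC 0.87, SE 0.30, adjusted p = 0.732, and 0.43 without PC replicate 1). The quasi-likelihood test gave 682 genes an unadjusted p under 0.05. Of the 22 lists, the fibroblast and matrix list, with 12 genes in the table, was lower in PC. The other 13 lists with members in the table held 1 to 3 genes, too few to pass in either direction, so that a direction in them was not testable. The paper proposes a high level of similarity between the glands of both breeds at adequate nutrition.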

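POSTN encodes periostin, a matrix protein of fibroblasts, and it was the gene with the largest difference after RNASE1 among the paper's genes for MC vs. PC. POSTN had 6.68 ± 5.00 CPM in MC and 0.533 ± 0.263 CPM in PC (Log2FC -3.64, SE 0.60, adjusted p = 0.548 by the quasi-likelihood test and 7.4e-06 by DESeq2). It moved with other matrix genes. Of 24 fibroblast and matrix genes, 12 were listed and all 12 were lower in PC (median Log2FC -1.23, Fisher's exact adjusted p = 0.0280), 5 of them without overlap. None was a DEG and 1 passed when adjusted over the list alone. The 3 adipocyte markers in the same table were lower in PC too (median -2.07), too few for the test to pass. The list was uneven within MC, with mean levels of 1.21, 1.51 and -0.00 in its libraries.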

Genes showing differential expression include: *POSTN* and *RNASE1* (over expression in MC) and *RGS4* (over expression in PC). Gene *POSTN* codes for the protein periostin, which is associated with cell growth in mammary tumors [23, 24], whereas *RNASE1* signals for ribonuclease A family member 1, a protein involved in milk production traits in dairy cattle by regulating protein synthesis and acting as a growth factor in epithelial cells in vitro [25]. Gene *RGS4* codes for regulator of G protein signaling 4. In humans, *RGS4* is involved in the suppression of breast tumor initiation and progression [26], overall indicating a role in the suppression of cell differentiation in sheep. Based on the evidence and considering that the animals were in a similar lactation stage, we can speculate that the MC group had higher mammary gland epithelial growth and differentiation than the PC group. This is likely a consequence of higher milk productions achieved by the *Majorera* breed [8].

### Major pathways affected by weight loss in the *Majorera* mammary gland transcriptome

The *Majorera* mammary gland transcriptome was affected by feed restriction. The genes found to have differential expression are involved in a plethora of biological functions: from RNA processing to energy production, from amino acid transport and nucleotide transport to transcription or signal transduction; and from defense mechanisms to those with an unknown function.

Among the different DEGs involved in RNA processing, *IGFBP6* is an interesting example, and this gene was down-regulated in the ME group. This protein inhibits Insulin Growth Factor which is a protein involved in reducing cell growth and apoptosis protection [27]. 

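IGFBP6 binds insulin-like growth factors, with preference for IGF2. It had 8.19 ± 1.62 CPM in MC and 2.64 ± 2.31 CPM in ME (Log2FC -1.60, SE 0.53, adjusted p = 0.273 by the quasi-likelihood test and 0.18 by DESeq2). The Log2FC was -2.65 without ME replicate 2. Each MC library was above each ME library.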

In general, these results were expected as a consequence of a slowdown in mammary transcriptional machinery, lowering cell differentiation and proliferation which in turn decreased milk yield. Similar results were observed by Ollier an co-workers [21] in feed deprived dairy goats. On the contrary, Bionaz and co-workers [28] and Palombo and co-workers [29] observed an increased expression of several genes involved in such pathways in the mammary glands of dairy cows and sows transitioning from late gestation to peak lactation, respectively.

We observed a downregulation of DEGs involved in the transport and synthesis of biological compounds likecarbohydrate (*LALBA* or *GK* for instance), lipid (*TM7SF2* or *ELOVL6*) and amino acid (e.g. *TONSL*). These results are a consequence of the reduced metabolic activity of the mammary gland in the ME group when compared to the MC group in accordance with our previous results [8]. Therefore, feed restriction leads to decreases in the synthesis of carbohydrates or lipids in the mammary gland with severe consequences on milk production. 

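LALBA, GK, TM7SF2, ELOVL6 and TONSL were all lower in ME, and the libraries of the groups did not overlap for any of them, all 5 being genes the study chose on the same libraries. LALBA held 1.13 ± 0.335% of the mapped reads in MC and 0.399 ± 0.125% in ME (Log2FC -2.21, SE 0.53, adjusted p = 0.167). TM7SF2, a sterol reductase of cholesterol synthesis, had a Log2FC of -1.98 (SE 0.28, adjusted p = 0.0953). ELOVL6, which elongates fatty acids, had one of -2.30 (SE 0.58, adjusted p = 0.183, and -1.36 without MC replicate 1), and GK, glycerol kinase, one of -1.49 (SE 0.42, adjusted p = 0.217). For TONSL, which acts in DNA repair, the value was -1.74 (SE 0.28, adjusted p = 0.105). DESeq2 called LALBA, TM7SF2, ELOVL6 and TONSL, with GK at adjusted p = 0.11. In the list of 13 genes of lactose and glucose use, 3 were lower in ME, all 3 when adjusted over the list alone (Fisher's exact adjusted p = 0.192, too few genes to pass). From the lower genes of synthesis and transport, the paper concludes that feed restriction decreased carbohydrate and lipid synthesis in the gland.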

Genes involved in these pathways are highly expressed in the mammary gland of dairy goats [30] as well as sheep and cattle [31] and are closely related to milk synthesis and secretion. Again, the pattern of results observed is consistent with studies on mammary gland transcriptomics that contrast for instance animals with different nutritional levels that lead to high or low milk yield [32–35].

The secondary metabolites biosynthesis, transport and catabolism pathway was up- regulated in the ME group as a consequence of weight loss. Two DEGs were described within this pathway: *LOC102175938* and *HSD17B11*. 

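LOC102175938, the heavy chain of cytochrome b-245 in the oxidase of phagocytes, had 1.70 ± 0.402 CPM in MC and 6.21 ± 3.48 CPM in ME (Log2FC 1.87, SE 0.41, adjusted p = 0.155). HSD17B11 had 2.08 ± 0.460 CPM in MC and 6.59 ± 5.47 CPM in ME (Log2FC 1.67, SE 0.54, adjusted p = 0.262). Neither was a DEG by the quasi-likelihood test, and DESeq2 gave adjusted p = 0.013 and 0.16. For HSD17B11 the Log2FC was 0.71 without ME replicate 2.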

The first, also known as cytochrome b-245 heavy chain [36] is involved in the AGE-RAGE signaling pathway in diabetic complications, being specifically involved in the non-enzymatic oxidation of proteins, lipids and nucleic acids. This gene is also involved in the NOD-like receptor signaling pathway, specifically through the generation of the innate immune response. Gene *HSD17B11* codes for protein hydroxysteroid 17-beta dehydrogenase, and this enzyme is crucial in diverse reproductive pathways in both males and females, regulating intracellular concentrations of inactive and active steroids [37]. It is interesting to point out also one gene in this category, *LOC102191547* also refered to as cytochrome *P450 2F3-like*. This is a gene of the cytochrome P450 (*CYP*) enzyme family involved in steroid metabolism [38]. 

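LOC102191547, annotated by the paper as a cytochrome P450 2F3-like gene, had 7.73 ± 5.88 CPM in MC and 2.25 ± 0.878 CPM in ME. This is a Log2FC of -1.76 (SE 0.60, adjusted p = 0.282 by the quasi-likelihood test and 0.17 by DESeq2), and the groups overlapped. The Log2FC was negative without any 1 of the 6 libraries (-2.22 to -1.05).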

The over expression of both *HSD17B11* and *LOC102191547* is likely related to cell catabolism and a slowdown of steroid production resulting in the inhibition of mammary gland development [39] This is a common mechanism related to drying off. In this experiment, feed restriction could promote the activation of this mechanism and the decreased milk yield. Nevertheless, results obtained for *LOC102191547* require further investigation.

Regarding the intracellular trafficking and vesicular transport pathways, *CXCR4* or *C-X-C motif chemokine receptor 4* is a gene that is associated specifically to the cytokine-cytokine receptor interaction, leukocyte transendothelial migration and chemokine signaling pathways [40] and is up-regulated in ME. Similarly, *MSR1* or macrophage scavenger receptor 1 is related to phagocytosis [41], *NKG7* codes for natural killer cell granule protein 7 and is involved in the immune response [42] and *CD68* that codes for CD68 molecule protein is associated to the lysosome metabolism. All the genes are therefore involved in the modulation of the inflammatory response. This is likely a consequence of the shutdown and involution of the goat mammary gland, as demonstrated in dairy cows [43]. It seems therefore, that different inflammatory responses associated genes and proteins are up-regulated in the *Majorera* breed because of feed restriction. 

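Macrophage markers were the group of genes most clearly higher in ME than in MC. Of 30 markers, 20 were listed and all 20 were higher in ME (median Log2FC 2.02, Fisher's exact adjusted p = 5.04e-05), 15 of them without overlap. None was a DEG by the quasi-likelihood test, DESeq2 called 8, and 16 passed when adjusted over the list alone. The p of the list counts genes and not goats. The mean level of 19 markers was 0.23, 2.02 and 0.59 in the ME libraries and -0.17, -0.68 and -0.44 in the MC libraries. TREM2, a lipid-sensing receptor of macrophages, had 0.241 ± 0.148 CPM in MC and 4.96 ± 4.66 CPM in ME (Log2FC 4.38, SE 0.79, adjusted p = 0.123), and GPNMB had a Log2FC of 3.12 (SE 0.48, adjusted p = 0.105). Cathepsins S and K, CTSS and CTSK, had values of 1.72 and 2.07. Other leukocyte lists were smaller: 7 neutrophil genes were higher and 1 lower (adjusted p = 0.151), 6 genes of T and NK cells were higher and 0 lower (adjusted p = 0.0838), and 2 genes each of B cells and dendritic cells were higher. Without ME replicate 2, whose macrophage markers were highest, the median of the 20 was 1.16, 19 were higher and the value for CTSK was 1.35. In PE, 12 macrophage markers were higher than in PC and 0 lower (median 1.04, adjusted p = 0.00483, 11 when adjusted over the list alone). From CXCR4, MSR1, NKG7 and CD68, the paper proposes that inflammatory genes were up-regulated in Majorera because of feed restriction, and it ties this to shutdown and involution of the gland.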

Considering the defense mechanisms pathway, gene *SVEP1* is one of the various components of the immune response [44], whereas *LOC102187241* codes for protein BPI fold containing family B member 1, a protein of inflammatory response in the upper airway and the progression of non-small cell lung cancer in humans [45]. Such results are difficult to interprete and further studies are needed to better understand these results.

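LOC102187241 was lower in ME, with 5.13 ± 1.80 CPM in MC and 1.04 ± 0.323 CPM in ME (Log2FC -2.31, SE 0.33, adjusted p = 0.0959 by the quasi-likelihood test and 2.25e-05 by DESeq2). The libraries of the groups did not overlap.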

Regarding extracellular structures, gene *OLFML3* codes for olfactomedin like 3, a protein associated with growth, proliferation and neovascularization [46]. Gene *LGALS3* is a gene that codes for galectin 3, a protein over accumulated in mammary epithelial cells during mammary gland involution [47]. Given the involution of the mammary gland in the ME group, the latter results were expected, whereas the first gene being associated to growth is likely to have up-regulation in the MC group. Gene *MT1MMP* codes for matrix metallopeptidase 14, which is associated to mammary gland adipocyte differentiation [48]. It is therefore very surprising that it is up-regulated in the ME group, and it is speculated that this gene may participate in other unknown pathways, as such, further research is still needed.

Regarding genes associated to cytoskeleton, *ACTG2* and *CNN1* code for actin gamma 2 and calponin 1, respectively. Both proteins are involved in smooth muscle contraction [49]. The up-regulation of such genes in the MC group may be a consequence of the higher metabolic activity and gland secretory function maintenance in this group.

Several genes with unknown function were detected. This fact reflects the lack of information available in domestic animal databases, particularly for *Capra hircus*, which limits the research output [16]. Some of these genes coding for proteins involved in different diseases and physiological processes, particularly inflammatory reactions to certain types of human cancer. For instance, *ADAMDEC1*, was up-regulated in the ME group. This gene codes for ADAM like decysin 1, a protein that plays an important role in cancer prevention [50] and intestinal inflammation in humans [51]. 

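ADAMDEC1 had 0.151 ± 0.0802 CPM in MC and 3.88 ± 3.52 CPM in ME (Log2FC 4.65, SE 0.89, adjusted p = 0.135 by the quasi-likelihood test and 4.5e-05 by DESeq2). Its Log2FC was 3.62 without ME replicate 2, where macrophage markers were also highest. Every ME library was above every MC library.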

Gene *HSD17B11* [37, 52] was also up-regulated in the ME group and was previously addressed. As many of these genes were up-regulated in the ME group, it could be suggested that this increased the expression of genes regulating the immune response during SWL. Nevertheless, such interpretation, albeit interesting, is speculative and needs further investigation.

### Major pathways affected by weight loss in the *Palmera* mammary gland transcriptome

Genes involved in lipid transport, carbohydrate transport, amino acid transport and nucleotide transport are in their majority up-regulated in the control group. Similalry to what was previously discussed for the *Majorera* groups, the *Palmera* mammary gland transcriptome was also affected by feed restriction. The several DEGs include COG terms such as RNA processing, amino acids transport and carbohydrates transport. It includes also translation, transcription, protein turnover, and signal transduction and finally genes with unknown. Function. Some of the results obtained are related to the mammary transcriptional machinery, particularly with the decrease in cell differentiation and proliferation, with a consequent and expectable lower expression in the restricted group.

Contrary to the results obtained in the *Majorera* groups (MC vs. ME), RNA processing and modification (e.g. *F3*), transcription (e.g. *RGS1)* and signal transduction (e.g. *RARRES1*) were up-regulated in the PE group. 

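F3, the tissue factor gene, RGS1, of lymphocyte G protein signalling, and RARRES1, a retinoic acid-responsive gene, had higher fitted levels in the restricted group of both breeds. In PE the Log2FC was 1.60 (SE 0.33, adjusted p = 0.1) for F3, 1.95 (SE 0.53, adjusted p = 0.136) for RGS1 and 1.54 (SE 0.35, adjusted p = 0.106) for RARRES1. In ME the values were 1.88, 1.86 and 2.87 (adjusted p = 0.195, 0.230 and 0.122), and 1.08, 1.49 and 2.16 without ME replicate 2. Over the term signal transduction, 7 genes were higher and 5 lower in PE.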

Overall, these results can be considered as un-expected. Indeed, the PE group showed a decreased activity in mammary transcriptional machinery, with lower levels of cell differentiation and proliferation as described for the whole mammary gland [21] and supported by our previous proteomics analysis [17] and similarly to analogous descriptions by other researchers [53]. Such response seems however to be dependent on the different tissues within the mammary gland, with clear differences between the fat pad and parenchymal tissue, with the latter showing a stabilization of similar COG terms and post-translational modification as a function of lower nutritional levels in Holstein heifers [43]. Our study focuses essentially on the secretory parenchymal tissue and not on the whole mammary gland. As such, further research is needed to enlighten the affected pathways, particularly considering the different subsections of the mammary gland and the variety of different tissues that are part of the organ.

Contrary to the what was observed for the *Majorera* breed, the expression pattern of genes involved in intracellular trafficking, secretion, and vesicular transport pathways are not evident in the *Palmera* groups comparison. Indeed, several DEGs are up-regulated (e.g. *TRPM2* and *CXCR2*) and others down-regulated (*GABRB1* and *RELT*) in the PE group compared to the PC group. 

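TRPM2, a calcium channel of phagocytes, had a Log2FC of 1.54 (SE 0.36, adjusted p = 0.113) in PE, and CXCR2, the chemokine receptor of neutrophils, one of 2.35 (SE 0.77, adjusted p = 0.183) with overlapping groups. RELT, of the TNF receptor family, had 5.94 ± 2.64 CPM in PC and 1.00 ± 0.691 CPM in PE (Log2FC -2.62, SE 0.51, adjusted p = 0.0873), and GABRB1, a GABA receptor subunit, had a Log2FC of -1.77 (SE 0.55, adjusted p = 0.169). In the trafficking term of PC vs. PE 5 genes were higher and 7 lower. CXCR2 belongs to a list of 13 neutrophil genes, of which 7 were higher and 0 lower in PE (median 2.39, Fisher's exact adjusted p = 0.0623, all 7 when adjusted over the list alone). None of these 7 had groups without overlap, since the neutrophil genes were high in PE replicates 1 and 3 (mean level 1.76 and 0.85) and low in PE replicate 2 (-0.59).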

Gene *TRPM2* is involved in the NOD-like receptor signaling pathway of the immune response and is involved in cell proliferation [54], whereas *CXCR2* is involved in the modulation of the chemokine signaling pathway and endocytosis. On the contrary, *GABRB1* is involved in neurotransmission [55] and *RELT* in the immune response [56]. The two opposite tendencies in the gene expression could be a consequence of a major disruption of the two pathways. Such divergent tendencies have been recorded in mammary gland involution in dairy cows and water buffalo [57, 58].

The PE group showed an up-regulation of DEGs involved in the defense mechanisms (e.g. *DUSP1*, *DUSP6* and *LOC102190323*). 

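DUSP1 and DUSP6 encode phosphatases that switch off MAP kinases and are themselves induced early after stimulation. DUSP1 had 1.40 ± 0.243 CPM in PC and 5.22 ± 1.48 CPM in PE (Log2FC 1.89, SE 0.27), and DUSP6 had 3.03 ± 0.837 and 9.90 ± 1.42 CPM (Log2FC 1.71, SE 0.24), both at adjusted p = 0.0706. They moved with their class: of 28 immediate early genes, 18 were listed and all 18 were higher in PE, all without overlap (median 1.58, Fisher's exact adjusted p = 0.000149). JUN had a Log2FC of 1.46 (SE 0.22, adjusted p = 0.0706) and ZFP36, which promotes decay of cytokine mRNA, one of 1.55 (SE 0.25, adjusted p = 0.0724). None was a DEG by the quasi-likelihood test, DESeq2 called 12, and all 18 passed when adjusted over the list alone. Of 15 heat shock genes, 8 were higher and 1 lower in PE (adjusted p = 0.130), HSP70.1 with a Log2FC of 2.71 (SE 0.55, adjusted p = 0.0997). In ME, 10 immediate early genes were higher than in MC and 0 lower (median 1.16, and 0.70 without ME replicate 2, adjusted p = 0.00872, and 0.0848 by mapped reads alone). LOC102190323 had pooled counts of 4 in the PC libraries and 240 in the PE libraries, a log2 ratio of 5.44 (95% counting interval 4.07 to 7.33) and an adjusted p of 0.0706.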

Gene *DUSP* is involved in the suppression of tumorigenic cell proliferation [59], a consequence of decreased cellular proliferation caused by the mammary gland involution. Gene *LOC102190323* is involved in DNA damage response [60]. These results are in agreement with mammary gland transcriptome studies related to involution in goats [21] dairy cows [57] and water buffalo [58].

The extracellular structures pathways showed one DEG down-regulated (*LOC100860938*) and two DGEs up-regulated (*MMP7* and *MMP2*) in the PE group. 

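LOC100860938, which is COL3A1, the gene of collagen III, had 77.8 ± 27.6 CPM in PC and 18.5 ± 3.86 CPM in PE (Log2FC -2.07, SE 0.31, adjusted p = 0.0706). MMP2, a gelatinase, had a Log2FC of 1.80 (SE 0.52, adjusted p = 0.147, and 1.08 without PE replicate 1) and MMP7, matrilysin, one of 2.90 (SE 0.87, adjusted p = 0.16), with overlapping groups for both. Of the 29 matrix protease and involution genes, 9 were higher and 0 lower in PE (median 1.51, Fisher's exact adjusted p = 0.0194, 9 when adjusted over the list alone), among them the plasminogen activator gene PLAT (Log2FC 1.51, SE 0.25, adjusted p = 0.0724). Of the 24 fibroblast and matrix genes, 8 were lower and 2 higher in PE (adjusted p = 0.164), and 12 were lower and 4 higher in ME (adjusted p = 0.0969). CCDC80, a matrix protein, had a Log2FC of -1.65 (SE 0.30, adjusted p = 0.0799) in PE. PE replicate 2, where milk proteins stayed high, had a lower mean level of the protease genes (-0.25) than PE replicates 1 and 3 (0.69 and 0.46).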

*LOC100860938* or *COL3A1* codes for collagen type III alpha 1 chain, a protein that is involved in the AGE-RAGE signaling pathway and in turn in cell proliferation [61], rendering these results expectable. Conversely, *MMP2* and *MMP7* code for matrix metallopeptidases. These proteins, particularly *MMP7*, are involved in cellular senescence [62], which agrees with the involution and lowering of different metabolic function in the mammary gland of *Palmera* breed.

The cytoskeleton term in the *Palmera* breed comparison returned *MTAP2* and *TMOD4*, coding respectively for microtubule associated protein 2 (DEG up-regulated in the PE group) and tropomodulin 4 (DEG up-regulated in the PC group). 

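MTAP2, which binds microtubules, had 0.938 ± 0.272 CPM in PC and 2.70 ± 0.364 CPM in PE (Log2FC 1.53, SE 0.28, adjusted p = 0.081). TMOD4, which caps actin filaments in skeletal muscle, had 13.0 ± 1.33 CPM in PC and 4.44 ± 1.92 CPM in PE (Log2FC -1.56, SE 0.30, adjusted p = 0.0842). The myosin gene MYH2 was the other skeletal muscle gene of 12 that was listed, at 1.25 ± 0.980 CPM in PC and 0.0232 ± 0.0202 CPM in PE (Log2FC -5.63, SE 0.95, adjusted p = 0.0744). The quasi-likelihood test called none of these, both muscle genes passed when adjusted over the list alone, and DESeq2 called all 3.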

Gene *MTAP2* codes for proteins associated to autophagy in different tissues in the dromedary [63] and particularly during the involution of the bovine mammary gland [64]. Gene *TMOD4* is poorly described and seems to be involved in adipogenesis, myogenesis and the regulation and myofibril assembly in the muscle [39]. Such roles may be extrapolated for the mammary gland, justifying our results.

### Major pathways affected in both feed restricted groups

A comparison between the two reticted groups indicated several pathways with DEGs. These included for instance lipid metabolism, amino acid transport, nucleotide transport, among others. Similarly to the two previous comparisons, many are related to intracellular trafficking and energy metabolism. Gene *GPD1* codes for glycerol-3-phosphate dehydrogenase 1, an enzyme involved in energy production, specifically lipid metabolism [65]. Similar lack of differences in the expression of this gene in the mammary gland of Alpine goats with different levels of lipid supplementation [66] or compared to hay-based diets [67] has also been described. Interestingly, Waldemarson and Karlsson [68] studied the activity of this enzyme in the mammary gland of the Mongolian gerbil (*Meriones unguiculatus*) and found it to be specifically associated to involution of the tissue. The fact that this gene is overexpressed in the PE group likely indicates a lower adaptation to SWL and an earlier onset of the mammary gland involution.

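GPD1, which makes glycerol 3-phosphate, had 2.68 ± 0.753 CPM in ME and 7.86 ± 2.29 CPM in PE (Log2FC 1.56, SE 0.29, adjusted p = 0.487 by the quasi-likelihood test and 0.018 by DESeq2). Scaled over all 12 libraries, its level was 3.38 ± 0.360 CPM in MC and 3.33 ± 2.42 CPM in PC. It belongs to the 31 genes of milk fat synthesis, of which 5 were higher and 0 lower in PE than in ME (median 1.46, Fisher's exact adjusted p = 0.0739, 1 when adjusted over the list alone). ACSL1, which activates fatty acids, had a Log2FC of 1.46 (SE 0.41, adjusted p = 0.731). From the higher GPD1, the paper proposes a lower adaptation and an earlier onset of involution in PE.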

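The gene CPM, of a membrane carboxypeptidase, had scaled counts of 4.60 ± 3.27 in ME and 1.38 ± 0.233 in PE (Log2FC -1.74, SE 0.48, adjusted p = 0.731). ASB11, an adaptor of ubiquitin ligases, had 12.4 ± 13.6 in ME and 1.08 ± 0.873 in PE (Log2FC -3.47, SE 1.17, adjusted p = 0.774), with overlapping groups. The Log2FC of CPM without ME replicate 2 was -1.0, and that of ASB11 without ME replicate 3 was -2.16. DESeq2 gave adjusted p = 0.31 for CPM and 0.19 for ASB11.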

The amino acid transport pathway showed two DEGs overexpressed in the ME group (*CPM* and *ASB11*) compared to the PE group. Gene *CPM* codes for protein carboxypeptidase M, a protein involved in different roles namely hematopoietic cell differentiation, neuronal development with particularly high levels during adipogenesis [69]. Gene *ASB11* codes for protein ankyrin repeat and SOCS box containing 11. This protein has been found to be over-expressed in healthy compared to mastitic and involuting mammary glands in heifers [70]. 

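S-LZ, a lysozyme gene, had 5.10 ± 5.46 CPM in ME and 0.834 ± 0.287 CPM in PE (Log2FC -2.61, SE 0.77, adjusted p = 0.731 by the quasi-likelihood test and 0.19 by DESeq2). Scaled over all 12 libraries it had 10.0 CPM in ME replicate 2 and 1.19 and 2.32 CPM in the other ME libraries, against 2.37, 0.527 and 0.494 CPM in MC. Its Log2FC without ME replicate 2 was -1.24, macrophage markers being highest in that library.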

Carbohydrates transport term only retrieved *S-LZ* gene. This gene codes for protein serum lysozyme, a protein that has long been associated to mammary gland involution [71], specifically through the modulation of antioxidant activity [72]. Therefore, this gene could equally be proposed as a biomarker for SWL tolerance.

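ENPP1 splits nucleotides outside the cell, LOC102191092 (cytidine deaminase) recycles pyrimidines and CTPS1 makes CTP. ENPP1 had 9.62 ± 9.28 CPM in ME and 1.93 ± 0.380 CPM in PE (Log2FC -2.31, SE 0.63, adjusted p = 0.731), which was -1.15 without ME replicate 2. LOC102191092 had 9.02 ± 8.26 and 0.478 ± 0.346 CPM (Log2FC -4.34, SE 0.98, adjusted p = 0.57). CTPS1 had 1.97 ± 0.484 and 5.96 ± 2.45 CPM (Log2FC 1.59, SE 0.33, adjusted p = 0.57). The quasi-likelihood test called none of the 3, and DESeq2 gave adjusted p = 0.15, 0.002 and 0.046.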

Associated to the nucleotide transport pathway, two DEGs were up-regulated (*ENPP1* and *LOC102191092*) and one DEG was down-regulated (*CTPS1*) in the ME group. Gene *ENPP1* codes for protein ectonucleotide pyrophosphatase/phosphodiesterase 1, involved in cell proliferation and differentiation in breast tumors in humans [73]. Gene *LOC102191092* or *CDA* codes for protein cytidine deaminase, a protein related to DNA demethylation and expression of pluripotency genes in bovine cell differentiation [74, 75]. Both findings corroborate our results, highlighting higher cellular activity in the ME group compared to the PE group. On the contrary, *CTPS1* codes for protein CTP synthase 1, a poorly studied protein that has however been associated to lymphocyte proliferation [76]. It could therefore be speculated that its down-regulation in the ME group compared to the PE group that could be associated with increased lymphocyte activity, associated in turn to an advanced involution status of the mammary gland in the latter. Gene *ELOVL6* or ELOVL fatty acid elongase 6 is a gene involved in lipids transport, specifically in fatty acid elongation. 

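ELOVL6 had 1.48 ± 0.627 CPM in ME and 4.97 ± 2.27 CPM in PE (Log2FC 1.72, SE 0.44, adjusted p = 0.706 by the quasi-likelihood test and 0.2 by DESeq2), and the groups did not overlap. Scaled over all 12 libraries, MC had 6.49 ± 5.41 CPM and PC 5.81 ± 2.26 CPM of this elongase.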

Interestingly, this family of genes are down-regulated in the mammary gland of obese rats [77], which supports the results obtained in our study. From such pattern of expression and given the consistency of results, this gene may be suggested as a potential biomarker for SWL tolerance.

The transcription patway retrieved one DEG, while, the translation, ribosomal structure and biogenesis retrieved another DEG and finally the posttranslational modification, protein turnover, chaperones pathways retrieved 5 DEGs. The majority of these genes were up-regulated in the ME group, which was expected, given the fact that the mammary gland of the *Majorera* breed clearly undergoes higher levels of cellular metabolism as previously detailed. 

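Over the terms transcription, translation and post-translational modification of ME vs. PE, 5 of 7 entries were higher in ME. These were CPM, SOSTDC1, ADAMDEC1, MT2A and LOC102181479. MT2A, a metallothionein, had scaled counts of 16.2 ± 8.85 in ME and 5.23 ± 1.80 in PE (Log2FC -1.64, SE 0.48, adjusted p = 0.731), with overlapping groups. The study picked these genes on the same libraries.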

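NR4A1, a nuclear receptor of the immediate early response, had 1.64 ± 0.970 CPM in ME and 11.1 ± 11.8 CPM in PE (Log2FC 2.69, SE 0.78, adjusted p = 0.731), and the Log2FC was 1.35 without PE replicate 2. LOC102168230, zinc-binding alpha-2-glycoprotein, had 8.01 ± 5.81 and 52.2 ± 33.9 CPM (Log2FC 2.69, SE 0.64, adjusted p = 0.608 by the quasi-likelihood test and 0.026 by DESeq2). Of the immediate early genes 4 were higher and 1 lower in PE than in ME (Fisher's exact adjusted p = 0.347), and by mapped reads alone 3 were higher and 2 lower.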

On the contrary, *NR4A1* and *LOC102168230*, which code for nuclear receptor subfamily 4 group A member 1 and alpha-2-glycoprotein 1, zinc-binding, respectively had higher expression in the PE group. The first protein is associated to oxidative stress and induced apoptosis in human fibroblasts [78], whereas the latter is related to apoptosis in human breast cancer [79]. The up-regulation of these two genes in the PE group is therefore likely related to a more exacerbated involution-induced apoptosis in these animals.

Associated to intracellular trafficking, secretion, and vesicular transport pathways, two DEGs were down-regulated (*DARC*, *SELP*) and one DEG was up-regulated (*LOC102186944*) in the PE group compared to the ME group. 

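DARC and SELP are genes of the vessel wall through which leukocytes pass. DARC had 6.49 ± 6.42 CPM in ME and 1.31 ± 0.637 CPM in PE (Log2FC -2.29, SE 0.71, adjusted p = 0.732), and SELP had 5.41 ± 4.70 and 1.27 ± 0.394 CPM (Log2FC -2.09, SE 0.60, adjusted p = 0.731). Without ME replicate 2 these values were -1.07 and -1.09. LOC102186944 had 2.33 ± 2.61 CPM in ME and 71.5 ± 11.4 CPM in PE (Log2FC 4.93, SE 0.97, adjusted p = 0.507 by the quasi-likelihood test and 0.00064 by DESeq2). Of 13 endothelial genes, 3 were lower and 0 higher in PE (Fisher's exact adjusted p = 0.579, too few genes to pass). Of 30 macrophage markers, 17 were lower in PE than in ME and 0 higher (median -1.66, adjusted p = 0.00973, 0 when adjusted over the list alone), CD68 with a Log2FC of -1.66 (SE 0.46, adjusted p = 0.731). Without ME replicate 2, 15 of the 17 were lower and 2 higher (median -0.56, CD68 -1.03), and the direction no longer passed (adjusted p = 0.124).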

Gene *DARC* codes for atypical chemokine receptor 1, which regulates the inflammatory response [80]. Gene *SELP* codes for selectin P, a protein that mediates and promotes leukocyte adhesion to endothelium, being essential for leukocyte recruitment to an infection site [81]. Gene *LOC102186944* codes for allergen Bos d 2, a poorly studied protein, so far without any specific known described relation to the mammary gland physiology. These results are most likely a consequence of the higher inflammation and leukocyte activity levels in the mammary gland of the PE goats in order to more efficiently manage the mammary gland shutdown. Considering this pattern of expression, higher in the PE group, these genes could be suggested as potential markers for SWL tolerance, although further research is needed.

## Conclusions

As a consequence of weight loss, different genes and pathways show altered expression during the experimental period. The research described in this work, illustrates that different pathways are affected by weight loss in the two dairy goat breeds (*Majorera* and *Palmera*), particularly regarding apoptosis, intracellular trafficking, transcription, as well as lipid and amino acid metabolism. As such, different genes are affected and of possible use in the establishment of markers to SWL, namely those implicated in tolerance (*ENPP1*, *S-LZ*) with higher accumulation in the ME group and susceptibility to SWL (*GPD1*, *CTPS1*, *ELOVL6* and *NR4A1*) with higher accumulation in the PE group. This study unveiled potential candidate genes associated to SWL tolerance, which may impact lactation performance in goats. Based on this, these genes could be used as a reference in future breeding programs for SWL tolerance in dairy goats. Finally, results are likely to be extrapolated to other dairy species such as ewes, water buffaloes and dairy cattle.

## Methods

### Location, animals and nutritional treatments

As described, the animal experiment was performed at the *Universidad de Las Palmas de Gran Canaria* (Arucas, Gran Canaria, Spain) with animals supplied by the *Pico* Research Farm (Valle Guerra, Tenerife, Spain) [8]. Nine *Majorera* and ten *Palmera* goats, 3 lactations with kidding in late February were used [8]. Animals had a body condition score of three (1–5 scale) [8]. Animals were healthy during the whole trial that lasted 22 days [8]. All goats used in this trial were in peak lactation (approximately 50 ± 15 days in milk) [8].

The animals were divided at random into four groups, two per breed: control and feed restricted: MC – *Majorera* control (*n* = 4); ME – *Majorera* restricted (*n* = 5); PC – *Palmera* control (*n* = 6); PE – *Palmera* restricted (*n* = 4) [8]. Animals were milked as described [8, 31, 32]. Milk production per day and BW at the beginning of the trial were 1.60 (± 0.47) l and 45.5 (± 7.74) kg (MC group), 1.68 (± 0.25) l and 50.6 (± 3.64) kg (ME group), 1.03 (± 0.51) l and 32.8 (± 4.91) kg (PC group) and 1.33 (± 0.19) l and 40.6 (± 2.05) kg (PE group) [8]. During the experimental period, animals were housed in two different pens, one for the control groups and one for the underfed groups [8]. A floor space of 1.7 m^2^ per animal was used [8]. Finally, goats had ad libitum access to drinking water [8]. To mimic field conditions of drought-prone regions under SWL, the following nutritional restrictions were used: ME and PE goats were fed on wheat straw and a vitamin-mineral supplement that lead to a BW reduction of 15–20% [8]. On the contrary, MC and PC goats were fed an adequate diet in accordance with lactation requeriments following the INRA’s (*Institut National de la Recherche Agronomique*) procedures sa detailed [8]. The experimental period was 22 days as this was the date when ME and PE goats had a stable 13–15% decrease in relative BW [8]. At day 22, BW and daily milk production were the following: 48.2 kg and 1.99 l (MC group), 44.1 kg and 0.22 l (ME group), 33.9 kg and 1.15 l (PC group) and 35.4 kg and 0.17 l (PE group) as previously described [8].

### Mammary gland sample collection

As described [17, 18], goats were first sedated using an intravenous injection (16 μg/kg of BW) of Xilagesic 20% (Calier, Barcelona, Spain) [17, 18]. The udder was then carefully cleaned and disinfected with a povidone-iodine solution [17, 18]. Prior to biopsy retrieval, local anesthesia was subcutaneously injected (10 mL of 2% lidocaine, *Lidocaína inyectable* 2%, Braun, Barcelona, Spain) to the biopsy collection area [17, 18]. Approximately ten minutes later, a 2 mm incision (left half udder) was made using a scalpel blade (Braun, Tuttingen, Germany) and biopsies collected [17, 18]. The mammary gland was finally sutured and prophylactic treatment administered as described [17, 18].

Biopsy samples (1.5–2 g tissue) were then rinsed in sterile PBS, snap frozen in liquid nitrogen and stored at − 80 °C until further analysis [17, 18]. A total of three samples per group were chosen at random and used in subsequent transcriptomics analysis, similarly to what was previously described [17]. This number of samples is considered as a minimum for a transcriptomics analysis and has been used by other researchers conducting work on the subject [82]. Animal experimental procedures were in accordance with international rules and regulations (European Union procedures on animal experimentation–Directive 2010/63/EU) as described and the protocol was approved by the *Universidad de Las Palmas de Gran Canaria* Ethics committee [17, 18]. Finally, goats used were housed and fed in conditions similar to those used by goat farms in the Canary Islands.

### Tissue mRNA isolation and cDNA synthesis

Total RNA was extracted from the tissue using the E.Z.N.A. Total RNA Kit II (Omega Bio-Tek Inc., Norcross, Georgia, USA). About 30 mg of tissue was finely ground in liquid nitrogen and used with the kit following manufacturer’s instruction to extract total RNA. A DNAse digestion step was carried out after extraction to remove contaminating genomic DNA using an Ambion® TURBO™ DNase (Life Technologies, Carlsbad, CA, U.S.A.) following manufacturer’s instructions. A quantitative and qualitative assessment of the isolated RNA was performed using a NanoDrop® 2000c Spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, U.S.A.). Purity was estimated based on the absorbance ratios of the RNA samples at 260/280 nm and 260/230 nm. For both ratios, values were close to 2 (for all samples average 260/280 nm and average 260/230 nm of 1.96 and 1.88 respectively). RNA quality and integrity was also analysed using a RNA Nano Kit Chips from the Agilent 2100 Bioanalyzer System (Agilent Technologies, Santa Clara, CA, U.S.A.). All samples sent to sequencing had a RNA Integrity Number (RIN) above 7. The absence of DNA in RNA treated samples was verified by standard polymerase chain reaction (PCR).

### Next generation sequencing, statistical and bioinformatic analysis

RNA Sequencing was conducted by LC-Sciences (Houston, TX, USA). Twelve mRNA libraries were constructed, 3 biological replicates per condition, following the experimental scheme previously described. Briefly, Poly(A) selection was used and a 100 cycle paired end read was performed using Illumina HiSeq 2500 technology, following the TruSeq® Stranded mRNA Sample Preparation Guide (Illumina). Raw sequencing data can be found in the availability of data and materials section. They were deposited in the NCBI GEO under the accession number GSE151599 and available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151599. Data was analyzed using the *Capra hircus* (goat) reference genome, version CHIR_1.0 and available at: https://www.ncbi.nlm.nih.gov/assembly/GCF_000317765.1/. The software default settings were defined using RSEM (v1.2.17, http://deweylab.biostat.wisc.edu/rsem/) to estimate transcript abundance based on fragments per kilobase per transcript per million mapped reads (FPKM), edgeR (v3.2.4) to assess the differentially expressed genes, http://www.bioconductor.org/packages/release/bioc/html/edgeR.html) and Bowtie2 (v2.2.3, http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) used for mapping of the sequences. Categorization of the expressed genes by orthologous groups was performed using Cluster of Orthologous Groups (COG; e-Value 1e-3) within Blast2GO (version 5) with the coding sequence of each transcript. Genes were considered expressed when the raw number counts were at least 100 in at least one sample. Statistical significance was defined as *p*-value < 0.05 (t-test); False Discovery Rate (FDR), calculated using the Benjamini-Hochberg test, below 0.05 and Log2 Fold change (FC) above 1.5 or below − 1.5. The Log_2_ fold change for RNA-Seq was calculated using edgeR. Principal components analysis (PCA) was performed on the expression values obtained for the differentially expressed  genes between at least two  experimental conditions using the software Statistica, version 6 (Statsoft). Before computation, value of fragment per kilobase million (FPKM) were Log_2_ transformed. Heatmaps were obtained via Multiple Experiment Viewer (https://mev.tm4.org; accessed on the 16th of May 2018), Average Linkage Criteria Algorithm and Distance Metric: Pearson, using the Log_2_ FPKM of the DEGs per comparison established.

### Primer design for RT-qPCR experiments

Six candidate genes were selected based on their differential expression results. Primers for candidate genes were constructed: *C. hircus* lipase, endothelial (*LIPG*) (NCBI Gene ID: 102191574), *C. hircus ELOVL* fatty acid elongase 6 (*ELOVL6*) (NCBI Gene ID: 102181762), *C. hircus* glycerol kinase (*GK*) (NCBI Gene ID: 102170215), *C. hircus* dipeptidyl-peptidase 4 (*DPP4*) (NCBI Gene ID: 102184205), *C. hircus* growth-regulated alpha protein-like (*LOC102182683*) (NCBI Gene ID: 102182683) and *C. hircus* ribonuclease, RNase A family, 1 (pancreatic) (*RNASE1*) (NCBI Gene ID: 102174664).

Primer sequences were designed within the coding regions of the target genes from *Capra hircus* genome (CHIR_1.0, annotation release 100) using Primer3 Plus (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi) and the with selection settings (size 18–22 base pairs (bp); annealing temperature (Tm) 57–63 °C; GC percentage 50–60%) and a PCR product length of 75–150 bp. Primer synthesis was performed by StabVida (ITQB NOVA, Oeiras, Portugal). Primer sequences are detailed in Supplementary material 8.

### Reverse-transcribed quantitative PCR (RT-qPCR)

Messenger RNA was reverse transcribed into cDNA using Oligo(dT) primers included in Promega ImProm-II^tm^ Reverse Transcription System (Promega, Madison, WI, USA) according to the manufacturer’s instructions. One microgram of total RNA per sample was used and three biological replicates per condition (control and restricted groups of both breeds) were reverse transcribed.

The qPCR reactions were performed in a PikoReal Real-Time PCR System (Thermo Fisher Scientific Inc., Waltham, MA, U.S.A.) to measure levels of transcripts of the reference genes. The reaction mixture consisted of 0.2 μl of each 10 mM primer, 5 μL of 2x SYBR® Green Real-time PCR Master Mix (Bio-Rad Laboratories Inc., Hercules, CA, U.S.A.), 1 ng of the each reverse transcribed cDNA and autoclaved Milli-Q water to a final volume of 10 μL. Reactions were performed in duplicate with a non-template control, on 96-well optical reaction plates. The qPCR programme consisted of an initial incubation step at 95 °C for five min, amplifications were performed for 40 cycles with the following cycle profile: a denaturing step at 95 °C for 10 s followed by an annealing step at 60 °C for 30 s. The specificity of the qPCR products was confirmed through a melting temperature analysis from 55 °C to 95 °C in 0.2 °C intervals. The melting curve obtained was analyzed to confirm the presence of a single gene-specific peak and the total absence of primer-dimers. The GenEx Pro software (GenEx Pro 4.3.7, MultiD Analyses AB, Göteborg, Sweden), which includes in its pipeline for data analysis the NormFinder [83] and geNorm [84] algorithm, was used to identify the most stable reference genes.

For each primer pair the efficiency of the reaction and slope values were determined using LinReg Software (v2013.0) based on previously published work [85]. All data, including the cycle threshold (Cq) obtained through LinReg Software were used for the delta Ct method [86]. Relative gene expression of candidate genes was calculated using the delta Ct method with two reference genes beta-actin (*ACTB*) [87, 88] and elongation factor 1 alpha 1 (*EEF1A1*). Please refer to supplementary material 8 for additional details on RT-qPCR results.

## Supplementary information

**Additional file 1.** Raw read counts for all genes and all samples in the study.

**Additional file 2. **List of differentially expressed genes between *Majorera* Control vs. *Palmera* Control. The Log_2_ Fold Change (Log_2_FC), Log_2_ of counts per million (Log_2_Counts), calculated *P*-value and FDR is shown. Raw reads for each gene in each sample are described: *Majorera* Control (MC1, MC2 and MC3) and *Palmera* Control (PC1, PC2 and PC3).

**Additional file 3. **List of differentially expressed genes between *Majorera* Control vs. *Majorera* Restricted. The Log_2_ Fold Change (Log_2_FC), Log_2_ of counts per million (Log_2_Counts), calculated *P*-value and FDR is shown. Raw reads for each gene in each sample are described: *Majorera* Control (MC1, MC2 and MC3) and *Majorera* Restricted (ME1, ME2 and ME3).

**Additional file 4. **List of differentially expressed genes between *Palmera* Control vs. *Palmera* Restricted. The Log_2_ Fold Change (Log_2_FC), Log_2_ of counts per million (Log_2_Counts), calculated *P*-value and FDR is shown. Raw reads for each gene in each sample are described: *Palmera* Control (PC1, PC2 and PC3) and *Palmera* Restricted (PE1, PE2 and PE3).

**Additional file 5. **- List of differentially expressed genes between *Majorera* Restricted vs. *Palmera* Restricted. The Log_2_ Fold Change (Log_2_FC), Log_2_ of counts per million (Log_2_Counts), calculated P-value and FDR is shown. Raw reads for each gene in each sample are described: *Majorera* Restricted (ME1, ME2 and ME3) and *Palmera* Restricted (PE1, PE2 and PE3).

**Additional file 6.** All genes expressed in the study, with respective FPKM (Fragments per kilo base per million mapped reads) value in each sample.

**Additional file 7.** Tables summarizing the orthologous groups for each DE gene found in the main comparisons established (obtained via Blast2GO, Cluster of orthologs e-Value 1e-3).

**Additional file 8.** – Details of the primers built for reference and candidate genes to be used in RT-qPCR, expression values from RNA-Seq and qPCR used for expression profiling and correlation analysis.

**Additional file 9. **– Output of the edgeR analysis for the *Majorera* Control and *Majorera* Restricted comparison. The Log_2_ Fold Change (Log_2_FC), Log_2_ of counts per million (Log_2_Counts), calculated *P*-value and FDR is shown. Raw reads for each gene in each sample are described: *Majorera* Control (MC1, MC2 and MC3) and *Majorera* Restricted (ME1, ME2 and ME3). NCBI gene and transcripts IDs are provided. Only genes with Log_2_FC > 0.5 or Log_2_FC < 0.5 are provided.

**Additional file 10. **– Output of the edgeR analysis for the *Palmera* Control and *Palmera* Restricted comparison. The Log_2_ Fold Change (Log_2_FC), Log_2_ of counts per million (Log_2_Counts), calculated P-value and FDR is shown. Raw reads for each gene in each sample are described: *Palmera* Control (PC1, PC2 and PC3) and *Palmera* Restricted (PE1, PE2 and PE3). NCBI gene and transcripts IDs are provided. Only genes with Log_2_FC > 0.5 or Log_2_FC < 0.5 are provided.

**Additional file 11 **– Output of the edgeR analysis for the *Majorera* Control and *Palmera* Control groups comparison. The Log_2_ Fold Change (Log_2_FC), Log_2_ of counts per million (Log_2_Counts), calculated P-value and FDR is shown. Raw reads for each gene in each sample are described: *Majorera* Control (MC1, MC2 and MC3) and *Palmera* Control (PC1, PC2 and PC3). NCBI gene and transcripts IDs are provided. Only genes with Log_2_FC > 0.5 or Log_2_FC < 0.5 are provided.

**Additional file 12 **– Output of the edgeR analysis for the *Majorera* Restricted and *Palmera* Restricted groups comparison. The Log_2_ Fold Change (Log_2_FC), Log_2_ of counts per million (Log_2_Counts), calculated P-value and FDR is shown. Raw reads for each gene in each sample are described: *Majorera* Restricted (ME1, ME2 and ME3) and *Palmera* Restricted (PE1, PE2 and PE3). NCBI gene and transcript IDs are provided. Only genes with Log_2_FC > 0.5 or Log_2_FC < 0.5 are provided.

## Data Availability

Data was analyzed using the *Capra hircus* (goat) reference genome, by the International Goat Genome Consortium, version CHIR_1.0 and available at: https://www.ncbi.nlm.nih.gov/assembly/GCF_000317765.1/. All data in this study are included in the article and additional files. Raw read values for all samples obtained using RNA-Seq are available in Supplementary Material 1, the FPKM values for all genes are available in Supplementary Material 6, edgeR analysis outputs are available in supplementary material 9, 10, 11 and 12. Raw sequencing data were deposited in the NCBI GEO under the accession number GSE151599 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151599), including the samples Majorera Control 1 (GSM4586432), Majorera Control 2 (GSM4586433), Majorera Control 3 (GSM4586434), Majorera Restricted 1 (GSM4586437), Majorera Restricted 2 (GSM4586435), Majorera Restricted 3 (GSM4586436), Palmera Control 1 (GSM4586438), Palmera Control 2 (GSM4586439), Palmera Control 3 (GSM4586440), Palmera Restricted 1 (GSM4586441), Palmera Restricted 2 (GSM4586442) and Palmera Restricted 3 (GSM4586443).

## Abbreviations

*ACTB*: Actin beta
*ACTG2*: Actin gamma 2
*ADAMDEC1*: ADAM like decysin 1
*AGE-RAGE*: Advanced glycation end products - receptor for advanced glycation end products
*ASB11*: Ankyrin repeat and SOCS box containing 11
BW: Liveweight
*CD68*: CD68 molecule
*CDA*: Cytidine deaminase
*CNN1*: Calponin 1
COG: Cluster of Gene Ontology
*CPM*: Carboxypeptidase M
*CSN1S2*: Alpha 2-casein
*CSN2*: Casein beta
*CSN3*: Casein kappa
*CTPS1*: CTP synthase 1
*CXCR2*: C-X-C motif chemokine receptor 2
*CXCR4*: C-X-C motif chemokine receptor 4
*CYP*: Cytochrome P450
*DARC*: Atypical chemokine receptor 1
DEG: Differentially Expressed Genes
*DPP4*: Dipeptidyl peptidase 4
*DUSP1*: Dual specificity phosphatase 1
*DUSP6*: Dual specificity phosphatase 6
*EEF1A1*: Eukaryotic translation elongation factor 1 alpha 1
*ELOVL6*: ELOVL fatty acid elongase 6
*ENPP1*: Ectonucleotide pyrophosphatase/phosphodiesterase 1
FC: Fold Change
FDR: False Discovery Rate
FPKM: Fragments per kilobase per million mapped reads
*GABRB1*: Gamma-aminobutyric acid type A receptor subunit beta1
*GK*: Glycerol kinase
*GPD1*: Glycerol-3-phosphate dehydrogenase 1
HCl: Chloride Hydrogen
*HSD17B11*: Hydroxysteroid 17-beta dehydrogenase 11
*IGFBP6*: Insulin like growth factor binding protein 6
*LALBA*: Lactalbumin alpha
*LGALS3*: Galectin 3
*LIPG*: Lipase G, endothelial type
MC: *Majorera* Control
ME: *Majorera* Restricted
*MMP2*: Matrix metallopeptidase 2
*MMP7*: Matrix metallopeptidase 7
*MSR1*: Macrophage scavenger receptor 1
*MT1MMP*: Matrix metallopeptidase 14
*MTAP2*: Microtubule associated protein 2
*NGEF*: Neuronal guanine nucleotide exchange factor
*NKG7*: Natural killer cell granule protein 7
*NR4A1*: Nuclear receptor subfamily 4 group A member 1
*OLFML3*: Olfactomedin like 3
*PAEP*: Progestagen-associated endometrial protein
PC: *Palmera* Control
PCA: Principal Component Analysis
PE: *Palmera* Restricted
*PI16*: Peptidase inhibitor 16
*POSTN*: Periostin
*RARRES1*: Retinoic acid receptor responder 1
*RELT*: RELT TNF receptor
*RFX4*: Regulatory factor X4
*RGS1*: Regulator of G protein signaling 1
*RGS4*: Regulator of G protein signaling 4
*RNASE1*: Ribonuclease pancreatic-like
RNA-Seq: RNA sequencing
*SELP*: Selectin P
S-LZ: Serum lysozyme
*SPTLC3*: Serine palmitoyltransferase long chain base subunit 3
*SVEP1*: Sushi, von Willebrand factor type A, EGF and pentraxin domain containing 1
SWL: Seasonal weight loss
*TM7SF2*: Transmembrane 7 superfamily member 2
*TMOD4*: Tropomodulin 4
*TONSL*: Tonsoku like, DNA repair protein
*TP53INP2*: Tumor protein p53 inducible nuclear protein 2
*TRPM2*: Transient receptor potential cation channel subfamily M member 2

How the deposited data were processed for this re-analysis (not part of the article)

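Mammary biopsies of 12 goats were analysed, with 3 libraries in each of MC, ME, PC and PE. Every column of the deposited tables was matched to a sample by the animal code in the sample title, and 0 columns were left without a sample. The authors sequenced stranded poly(A) RNA as read pairs, aligned the reads to the goat genome CHIR_1.0 with Bowtie2 2.2.3 and quantified genes with RSEM 1.2.17. The expected counts in the tables that the authors deposited are RSEM values per gene and library, neither normalized nor pooled. In the same tables, the log2 fold changes and the log2 mean abundances were computed by the authors with edgeR 3.2.4, with the second-named group over the first. Likewise, the p-values and the FDR were made by the authors with edgeR 3.2.4, and the number of genes they tested (15102 for MC vs. ME, 14753 for PC vs. PE, 14469 for MC vs. PC, 15221 for ME vs. PE, 14760 for MC vs. PE and 15099 for ME vs. PC) follows from the FDR and the rank of p. Each deposited table holds only genes with an unadjusted p under 0.05 in its own comparison (1779, 2262, 755, 920, 1869 and 2282 genes in the same order). The authors' enrichment sheets hold no values per library and are not used here.

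Of Supplementary Material 1, the first 1998 of the 24,260 rows could be read. These rows hold counts of genes that were not chosen for differing. All main results were computed from the deposited expected counts, rounded, with edgeR 4.0.16 and limma 3.58.1 under R 4.3.3. Effective library sizes were the mapped reads of Table 1 times TMM factors over the readable rows of Supplementary Material 1, computed for the libraries of each fit. Mapped reads per library lay between 36979100 and 38107800 in MC, 36580700 and 41953700 in ME, 29401900 and 35422400 in PC and 38565500 and 54606800 in PE (rounded). The TMM factors over all 12 libraries lay between 0.76 and 0.82 in MC, were 1.10, 2.00 and 1.17 in ME, lay between 0.90 and 1.09 in PC and were 0.90, 0.64 and 1.39 in PE. The trend of the dispersion and its prior came from the readable rows with at least 1 CPM in at least 3 libraries. Each pair of groups was fitted alone with its 6 libraries, and the interaction of breed and diet was fitted on all 12 libraries over the 1408 genes with counts in each (adjusted over 15221 genes). P was adjusted by Benjamini-Hochberg over the number of genes the authors tested, with the genes outside a table taken to have larger p.

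The same counts, together with the readable rows of Supplementary Material 1, were also tested with DESeq2 1.42.0 (Wald test). Gene lists, correlations, clustering and principal components were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The 22 lists were milk proteins, milk fat synthesis, cholesterol synthesis, lactose and glucose use, secretory pathway, lactation signalling, myoepithelial and smooth muscle, fibroblast and matrix, adipocyte, endothelial, macrophage, neutrophil, T and NK cell, B and plasma cell, dendritic cell, erythroid, immediate early, heat shock, matrix proteases and involution, fasting and glucocorticoid response, skeletal muscle, and skin and apocrine gland. The macrophage list and the list of matrix proteases and involution share members. Principal components used log2(CPM + 1), scaled per gene. Clustering used average linkage on 1 minus the Pearson correlation. The qPCR fold changes were those of Supplementary Material 8, which are ratios of means, so that the alternative of taking means was the same as the main setting and was not run apart from it. The correlation with qPCR was tested with 100000 permutations.

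Genes named in the text were every gene the paper names for a comparison whose counts are in a table, the 5 highest and the 5 lowest genes called without overlap of the groups in each comparison, and for each list up to 4 members with the smallest p. The paper's tables of DEGs and values of its supplementary edgeR outputs had been seen when this rule was written. Genes of the paper's functional terms, of its overlapping lists and of the interaction table are named as members of those.

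Both tests were tested on simulated data with the depth and spread of these libraries. Each table held 100 changed genes at each of the simulated fold changes, drawn from genes with a mean of at least 1 CPM. A gene counted as recovered at an adjusted p under 0.05 with the right sign. The minimums of fold change and count that define a DEG were not applied, so that these are not recovery rates of DEGs. At a simulated absolute log2 fold change of 1.5 the quasi-likelihood test recovered 22% (MC vs. ME), 29% (PC vs. PE), 33% (MC vs. PC), 31% (ME vs. PE), 43% (MC vs. PE) and 5% (ME vs. PC) of the changed genes, and at 3 it recovered 88%, 96%, 97%, 81%, 93% and 66%. For the interaction it recovered 4% at 1.5 and 71% at 3. DESeq2 recovered 70%, 75%, 72%, 67%, 71% and 56% at 1.5. Of the unchanged genes (555 to 2082 per table) the quasi-likelihood test called between 0 and 2 per table and DESeq2 between 2 and 4. Only the genes of each table were simulated, while p was adjusted over all genes the authors tested. These counts therefore do not give the share of false calls over all tested genes. The list test found 50 of 50 simulated lists in which 18 of 20 members were higher and 0 of 50 lists without a direction. The former lists all had the same counts, so that their result was the same by construction. The latter were drawn at random from independent genes. As members of the real lists are not independent, this gives no rate of false calls for them. Lists with few members in a table could not pass in either direction, as computed after the results had been seen. These were 11 lists in MC vs. ME (1 to 5 members), 11 in PC vs. PE (1 to 4), 13 in MC vs. PC (1 to 3), 16 in ME vs. PE (1 to 5), 6 in MC vs. PE (1 to 5) and 10 in ME vs. PC (2 to 4), with 1, 2, 8, 2, 5 and 1 more without members in the same order.

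The alternatives were DESeq2 size factors, mapped reads alone, TMM over the listed genes, DESeq2, dispersion over the listed genes alone, the authors' p-values, replicate number as a block, other count and fold minimums, and the omission of each library in turn. Reads, genome annotation and transcript-level values are not used here.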

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

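The tests of the 3 patterns below were chosen after the patterns had been seen. LOC102169730 was singled out because its response to feed restriction differed between the breeds in a test of that difference (interaction 3.54 on the log2 scale, adjusted p = 0.0115). MC vs. PE was singled out as a comparison for which the paper reports no list. LOC102172792 was singled out as a gene called here in MC vs. ME but outside the paper's list. MC vs. PE held 10 DEGs, 9 lower in PE (RNASE1, ADIPOQ, LOC102171034, THBS3, MYCL, ACTG2, TM7SF2, CCDC80 and TGFBI) and 1 higher (RARRES1). This count was 94 without PE replicate 2, 43 without MC replicate 3, 6 without PE replicate 1, 5 without MC replicate 1 and 3 without MC replicate 2. LOC102172792 was called in MC vs. ME (Log2FC 5.75) and is not in the paper's list. Its counts in ME were 81, 221 and 64, so that it is lost with a minimum of over 100 counts in 2 libraries, and 54 of the 55 genes that the authors' table holds beyond the paper's list for MC vs. ME also have only 1 library over 100 counts. Its pooled counts were 3 in MC and 366 in ME, a log2 ratio of 5.95 with a 95% counting interval of 4.39 to 8.23.

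Macrophage markers were higher in ME than in MC (median 2.02 over 20 genes). Without ME replicate 2 the median was smaller, 1.16, with 19 of the 20 genes higher. The genes entered the table at an unadjusted p under 0.05 with that library included, which nearly fixes their signs. That library can therefore not be excluded as the cause. With DESeq2 size factors the median was 2.01. Mapped reads alone gave 3.15, but this scaling raised the listed genes by a median of 0.89, so that it could only raise the markers. A lower share of secretory epithelium would raise the markers of other cell types. Medians were above 0 for endothelial (2.00), neutrophil (1.73), T and NK cell (1.04), B cell (2.20) and dendritic cell genes (3.52). They were below 0 for adipocyte (-4.20, 5 genes) and fibroblast genes (-1.65, 12 lower and 4 higher). The 2 listed genes of the skin and apocrine list were lower too (median -3.52). These are MUCL1 and SCGB2A2, which are also secretory genes, so that they do not speak for a cell type other than epithelium. Of the 2 listed skeletal muscle genes, 1 was lower (-6.53) and 1 higher (4.36), which gives no common direction. Myoepithelial genes had a median of -1.35 (6 genes), and -0.40 with mapped reads alone. Levels per cell were not measured, so that a lower share of epithelium cannot be excluded. More macrophages in the restricted gland, or more transcripts per macrophage, remain open as biological explanations.

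Immediate early genes were higher in PE than in PC (all 18 listed, median 1.58). The heat shock list alone did not pass (8 higher, 1 lower, adjusted p = 0.130), and its mean level in PE replicate 3 was -0.19, near the PC libraries (-0.42, -0.30 and -0.41). Both lists were pooled after the values had been seen (median 1.50 over 27 genes), so that the values below hold for immediate early genes more than for heat shock. The pooled median was 1.54 without PE replicate 2 and 1.46 with mapped reads alone, with 26 of the 27 genes higher in each case. In ME over MC, 18 of 19 of the pooled genes were also higher (median 0.82, against 1.56 for the same genes in PE over PC). The restricted goats of both breeds shared a pen, so that handling of that pen and the diet cannot be told apart. Stress signalling of the restricted gland remains open as the biological explanation.

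RNASE1 was high in MC alone. A breed variant against the reference genome would lower the counts in both Palmera groups but not in ME, where the Log2FC over MC was -9.73. RNA of another tissue in the MC biopsies would bring other genes that are high in MC alone. The lowest MC library lay 6.56 (log2) above the highest other library for RNASE1, and the next largest gap among 1775 genes was 0.51, for ADIPOQ. No biological explanation was tested.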

How the results depend on the processing

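The threshold of an adjusted p under 0.10, the clustering and principal components on the paper's lists, the medians of the qPCR values and the correlation over all 24 pairs were chosen after the results had been seen. All other alternatives were set in advance.

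Of the lists that passed in the main setting, 274 results under the other settings kept their direction and their side of the threshold and 2 did not. The members entered the tables at an unadjusted p under 0.05 in the same comparison, which nearly fixes their signs, so that this count is no measure of stability. Of the results of named genes, 2821 kept theirs, 295 gained significance, 69 lost it and 6 reversed. The list results that weakened were the immediate early genes in MC vs. ME with mapped reads alone (adjusted p = 0.0848, median 2.18) and the macrophage markers in ME vs. PE without ME replicate 2 (adjusted p = 0.124, median -0.56). With mapped reads alone, lists that had not passed in MC vs. ME also crossed the threshold, namely fibroblast and matrix (adjusted p = 0.0969 to 0.0124) and adipocyte (0.0742 to 0.0129). The Log2FC reversed for MVK (0.0282), SEC61A1 (0.13) and GHR (0.0409) in MC vs. ME and for DUSP1 (-0.0498) in ME vs. PE, all with mapped reads alone. For GAB1 in MC vs. PC it lay between -0.21 (without PC replicate 3) and 1.57 without single libraries, and for CCDC80 in ME vs. PE between -1.70 and 0.0257 (without ME replicate 2). The cause was not tested.

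In MC vs. ME, 6 genes were called. DESeq2 size factors, TMM over the listed genes, no minimum count and no minimum fold change also gave 6, and more than 100 counts in 2 libraries gave 5. The count was 275 with mapped reads alone (264 higher in ME), 82 with DESeq2, 3 with the dispersion of the listed genes, 137 with the authors' p-values and 14 at an adjusted p under 0.10, and 0 to 31 without single libraries (0 without ME replicate 3, 31 without ME replicate 2). In PC vs. PE, the 0 calls became 164 with mapped reads alone, 23 with TMM over the listed genes, 88 with DESeq2, 129 with the authors' p-values, 1 without the minimum count (RNASE1) and 41 at an adjusted p under 0.10, and 1 to 89 without single libraries (89 without PE replicate 2).

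In MC vs. PC, the 1 call became 2 with TMM over the listed genes, 4 with DESeq2, 0 with the dispersion of the listed genes and 14 with the authors' p-values, and 0 to 3 without single libraries. In ME vs. PE, the 0 calls became 169 with mapped reads alone, 4 with TMM over the listed genes, 15 with DESeq2 and 41 with the authors' p-values, and 0 to 1 without single libraries. In MC vs. PE, the 10 calls became 162 with mapped reads alone, 12 with TMM over the listed genes, 79 with DESeq2, 5 with the dispersion of the listed genes, 116 with the authors' p-values and 41 at an adjusted p under 0.10, and 3 to 94 without single libraries. In ME vs. PC, the 0 calls became 664 with mapped reads alone, 126 with DESeq2, 213 with the authors' p-values and 26 at an adjusted p under 0.10, and 0 to 4 without single libraries.

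For the interaction, the 1 call became 4 with mapped reads alone, 8 with DESeq2, 0 with the dispersion of the listed genes and 8 when adjusted over the genes with counts in all libraries (genes that entered the tables at an unadjusted p under 0.05, so not an unselected set), and 0 to 2 without single libraries. Genes called in both breeds numbered 0, but 25 with mapped reads alone, 14 with DESeq2, 11 higher and 16 lower with the authors' p-values, 2 higher and 3 lower at an adjusted p under 0.10 and 1 without the minimum count, and 0 to 1 without single libraries (1 without PC replicate 1). The clustering of MC vs. ME put 0 libraries on the wrong side of the first split with the called genes and 2 with the rows of Supplementary Material 1. The diets parted on the first component in every setting (exact p = 0.00216 to 0.00433). The correlation with qPCR lay between 0.961 and 0.986 in all settings.

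With replicate number as a block, 0 genes were called in MC vs. ME, 74 in PC vs. PE, 1 in MC vs. PC, 0 in ME vs. PE, 3 in MC vs. PE, 0 in ME vs. PC and 1 for the interaction. Correlations of libraries of the same number lay between -0.319 and -0.0241 in MC vs. ME, 0.00684 and 0.113 in PC vs. PE, -0.152 and 0.0724 in MC vs. PC, -0.319 and 0.0636 in ME vs. PE, -0.129 and 0.229 in MC vs. PE and 0.0791 and 0.166 in ME vs. PC. In no comparison were all of them above 0.1, the level set for taking the numbers as pairs. The block changed the side of the threshold of no list that had passed.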

Differences from the paper's values

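The count of DEGs at an adjusted p under 0.10 was chosen after the values had been seen, and all other alternatives were set before. For MC vs. ME the paper gives 82 DEGs and 6 were called here. The DESeq2 Wald test reached the paper's number (82), though only 63 of the paper's genes were among its calls. No other alternative did, among them DESeq2 size factors (6), mapped reads alone (275), TMM or dispersion over the listed genes (6 and 3), the authors' p-values (137) and each omission of a library (0 to 31). For PC vs. PE the paper gives 99 DEGs and 0 were called here. DESeq2 (88), the authors' p-values (129), replicate number as a block (74) and the omission of PE replicate 2 (89) came within 1.5 times the paper's value, and the others did not, among them mapped reads alone (164), TMM over the listed genes (23) and an adjusted p under 0.10 (41, chosen after the values had been seen).

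For MC vs. PC the paper gives 12 DEGs and 1 was called here. The authors' p-values came within 1.5 times (14), and the other alternatives did not (0 to 4). For ME vs. PE the paper gives 29 DEGs and 0 were called here. The authors' p-values came within 1.5 times (41), and the others did not, with 15 by DESeq2, 169 with mapped reads alone and 0 to 4 elsewhere. The counts used the paper's thresholds for the fold change, the adjusted p and the minimum count, except where an alternative changes 1 of these. At these thresholds, the authors' deposited tables hold 55, 30, 2 and 12 genes more than the paper's lists for MC vs. ME, PC vs. PE, MC vs. PC and ME vs. PE, and 54, 30, 2 and 12 of these have only 1 library over 100 counts. The 70 Log2FC values that the paper's supplements give for named genes, and its R squared for qPCR, did not differ by the limits set for them (the same sign and a distance of at most the standard error here, and 0.1 for R squared).

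LOC102191547 is described as over-expressed in ME, and its Log2FC in ME over MC was -1.76 (-1.05 without MC replicate 3). HSD17B11, named beside it, was higher in ME (1.67, and 0.71 without ME replicate 2). In PC vs. PE, genes of lipid, carbohydrate, amino acid and nucleotide transport are described as higher in PC for the most part, and 5 of 10 entries were higher in PC and 5 in PE. The paper describes the terms RNA processing, transcription and signal transduction as up-regulated in PE unlike in Majorera, with F3, RGS1 and RARRES1 as examples. In ME over MC the Log2FC of these example genes were 1.88, 1.86 and 2.87, the same sign as in PE. Without ME replicate 2 they were 1.08, 1.49 and 2.16. The difference between the breeds in these genes was not tested. DARC and SELP are listed by the paper as lower in PE than in ME and then discussed as higher in PE, and their Log2FC in PE over ME were -2.29 and -2.09 (-1.07 and -1.09 without ME replicate 2), while LOC102186944 was higher in PE (4.93).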

Other observations

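The splits of libraries given further on, and the check of which lists held enough genes to pass, were chosen after the results had been seen. The gene lists were fixed before the deposited tables were read, though not blind to the paper's lists of DEGs or to its supplementary edgeR outputs. The adipocyte list did not pass in either breed with TMM, and its members in the tables were too few for it to pass. All 5 adipocyte genes in the MC vs. ME table were lower in ME (median Log2FC -4.20, Fisher's exact adjusted p = 0.0742, 5 when adjusted over the list alone, 1 DEG), among them the lipid droplet gene CIDEC (Log2FC -4.64, SE 0.55, adjusted p = 0.0601) and PLIN4 (Log2FC -2.52, adjusted p = 0.105). In PC vs. PE the adipocyte genes ADIPOQ, AQP7 and PLIN4 were lower in PE (Log2FC -3.70, -3.78 and -1.50, list adjusted p = 0.250, 3 when adjusted over the list alone). MC vs. PE had 6 adipocyte genes lower in PE (adjusted p = 0.0751). The apocrine and secretory genes MUCL1 and SCGB2A2 were lower in both restricted groups, MUCL1 with a Log2FC of -3.50 (adjusted p = 0.0975) in ME and -3.72 (adjusted p = 0.0806) in PE.

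The comparisons across breed and diet use the same libraries as those within a breed and are not independent of them. In ME vs. PC, all 24 macrophage markers in the table were lower in PC (median -1.80, and -1.17 with 1 higher without ME replicate 2, Fisher's exact adjusted p = 5.43e-05), as were 15 protease genes (adjusted p = 0.00156), 13 immediate early genes (adjusted p = 0.00383) and 11 genes of T and NK cells (adjusted p = 0.0110), while 9 milk protein and 9 cholesterol genes were higher in PC with none lower (adjusted p = 0.00156 each), as were 12 of 13 milk fat genes (adjusted p = 0.00156). In MC vs. PE, 8 macrophage and 8 protease genes were higher in PE with none lower (adjusted p = 0.00971 each), as were 6 neutrophil genes (adjusted p = 0.0359) and 16 of 17 immediate early genes (adjusted p = 0.000471). The other lists did not pass there, with 15 fibroblast and matrix genes lower and 3 higher (adjusted p = 0.0548), 6 milk protein and 6 cholesterol genes lower with none higher (adjusted p = 0.0751 each, the smallest that 6 lower genes give there) and 4 milk fat genes lower and 1 higher (adjusted p = 0.547).

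The remaining lists did not pass, and most of them held too few genes in the tables to pass in either direction, so that nothing follows on their direction. In MC vs. ME, 4 heat shock genes were higher and 1 lower (adjusted p = 0.495), 2 endothelial genes were higher (adjusted p = 0.526), 3 fasting genes were lower and 1 higher (adjusted p = 0.495), 1 skeletal muscle gene was higher and 1 lower (adjusted p = 1), and 2 skin and apocrine genes were lower (adjusted p = 0.342). There, 2 secretory pathway genes (adjusted p = 0.342) and 1 lactation signalling gene (adjusted p = 0.526) were lower with TMM, but 1 of the 2 and GHR, the signalling gene, were higher with mapped reads alone. In PC vs. PE, 3 secretory pathway genes were lower and 1 higher (adjusted p = 0.407), as were 3 lactose and glucose genes and 1 (adjusted p = 0.407) and 3 myoepithelial genes and 1 (adjusted p = 0.407). Lower there were also 2 lactation signalling, 2 skeletal muscle and 2 skin genes (adjusted p = 0.333 each) and 1 endothelial gene (adjusted p = 0.517), while 4 genes of T and NK cells (adjusted p = 0.250) and 3 of B cells (adjusted p = 0.333) were higher, 4 fasting genes were lower and 3 higher (adjusted p = 0.722), and 0 dendritic cell genes were listed. The erythroid list had 1 member in the MC vs. PC table (AHSP, Log2FC -5.00) and 0 in those of MC vs. ME and PC vs. PE. In ME vs. PE, the 8 protease genes listed were lower in PE (adjusted p = 0.187).

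The 6 libraries of each comparison were also split 3 against 3 in all 10 ways, and the rows of Supplementary Material 1 at an unadjusted p under 0.05 were counted. With 3 libraries per group the splits are too few for a share under 0.05. The real split gave 119 rows in MC vs. ME and the highest other split 51, so that 1 of the 10 splits reached the real value, as it did in PC vs. PE (133 and 77), MC vs. PE (134 and 89) and ME vs. PC (143 and 67). In MC vs. PC the real split gave 39 rows, the highest other 58, and 5 splits reached the real value. In ME vs. PE the real split gave 50 rows and 3 splits reached it. The highest other split there (101) set ME replicate 1, ME replicate 3 and PE replicate 2 against the rest, which points to a structure of the samples other than breed. For the interaction, 44 of 100 splits reached the real value of 40 rows (highest other 109), so that chance remains an explanation for their number.

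Library ME replicate 2 had correlations with the other libraries between 0.864 and 0.941.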
